# Loss of m^6^A Methyltransferase METTL5 Promotes Cardiac Hypertrophy Through Epitranscriptomic Control of SUZ12 Expression

**DOI:** 10.3389/fcvm.2022.852775

**Published:** 2022-02-28

**Authors:** Yanchuang Han, Tailai Du, Siyao Guo, Lu Wang, Gang Dai, Tianxin Long, Ting Xu, Xiaodong Zhuang, Chen Liu, Shujuan Li, Dihua Zhang, Xinxue Liao, Yugang Dong, Kathy O. Lui, Xu Tan, Shuibin Lin, Yili Chen, Zhan-Peng Huang

**Keywords:** cardiac hypertrophy, METTL5, RNA modification, translational regulation, SUZ12

## Abstract

Enhancement of protein synthesis from mRNA translation is one of the key steps supporting cardiomyocyte hypertrophy during cardiac remodeling. The methyltransferase-like5 (METTL5), which catalyzes m^6^A modification of 18S rRNA at position A_1832_, has been shown to regulate the efficiency of mRNA translation during the differentiation of ES cells and the growth of cancer cells. It remains unknown whether and how METTL5 regulates cardiac hypertrophy. In this study, we have generated a mouse model, METTL5-cKO, with cardiac-specific depletion of METTL5 *in vivo*. Loss function of METTL5 promotes pressure overload-induced cardiomyocyte hypertrophy and adverse remodeling. The regulatory function of METTL5 in hypertrophic growth of cardiomyocytes was further confirmed with both gain- and loss-of-function approaches in primary cardiomyocytes. Mechanically, METTL5 can modulate the mRNA translation of SUZ12, a core component of PRC2 complex, and further regulate the transcriptomic shift during cardiac hypertrophy. Altogether, our study may uncover an important translational regulator of cardiac hypertrophy through m6A modification.

## Introduction

The cardiac plasticity refers to the capability of the heart to remodel in response to environmental demands. One of the cardiac responses to mechanical or pathological stress is cardiac hypertrophy (1). Hypertrophic growth of cardiomyocytes, in which the size and contractile force of cardiomyocytes increase significantly, is one of the major cellular changes in response to stress. It has been well-studied that hypertrophic growth involves control of cardiomyocyte gene expression at multiple molecular levels (2, 3). Multiple signal transduction pathways, such as PI3K/AKT (4) and MAPK (5), and transcriptional factors, such as MEF2 (6), NFAT (7), and GATA4 (8), have been demonstrated to control the shift of transcriptome toward hypertrophy. Enhanced protein synthesis and sarcomere assembly are main features of hypertrophic growth of cardiomyocytes. The observation that transcriptome data deviate from mass spectrum data (9) indicates that translational control is a key step of regulating this cellular process. Recently, our study suggests that the increased quantity of ribosomes is one of the main contributors of enhanced protein synthesis in cardiomyocyte hypertrophy (10). However, how cardiac hypertrophy is controlled at the step of translation remains largely unknown.

Methylation is one of the well-known modifications in ribonucleic acid, including m^6^A, m^5^C, m^1^A, m^7^G, and m^6^Am (11). These modified nucleic acids widely exist in ribosomal RNAs, transfer RNAs, messenger RNAs and even some non-coding RNAs (12). Enzymes responsible for the dynamics of these RNA modifications have also been explored. For example, the METTL3/METTL14/WTAP protein complex is responsible for adding a methyl group to the targeted adenosine in RNAs (13, 14), whereas demethylases, such as FTO (15) and ALKBH5 (16), erase the existing m^6^A modification from RNA molecules. In addition, multiple proteins, including YTHDC1, YTHDC2, YTHDF1, YTHDF2, and YTHDF3, have been identified as “readers,” which recognize and bind to m6A-modifed RNAs, and promote different processes, such as mRNA export from nucleus, mRNA degradation and mRNA translation (17). Two m^6^A RNA modification readers, YTHDF1 and YTHDF3, have been shown to promote the translational efficiency of their target mRNAs by interacting with ribosome 40S and 60S subunits and translation initiation factor complex 3 (18, 19). These studies indicate m^6^A methylation could play an important role in regulating gene expression at the step of translation. Indeed, alteration of m^6^A methylation leads to the change of protein abundance in an mRNA-level-independent manner during heart failure (20). The importance of translational control in cardiac remodeling and cardiomyocyte hypertrophy indicates m^6^A RNA methylation dynamics is critical to the pathogenesis of cardiac disease. Supportively, recent work has demonstrated that manipulation of cardiac m^6^A modification level by either depleting m^6^A “writer” METTL3 (21) or overexpressing “eraser” FTO (22) regulates cardiac disease progression in different pathological conditions.

METTL5 is a methyltransferase containing a typical SAM-binding motif and a conserved m^6^A-catalyzing NPPF motif (23). Recent studies have demonstrated that METTL5 forms a complex with TRMT112 and catalyzes methylation of 18S rRNA m^6^A_1832_ (23– 25). METTL5 has been shown to regulate the differentiation of embryonic stem (ES) cells (24, 26) and the growth of cancer cells (27). Furthermore, mechanistic studies link the function of METTL5 to the regulation of mRNA translation by possibly fine-tuning the interaction between ribosome decoding center and translating mRNA through methylation of 18S rRNA (27). However, the functional role of METTL5 in cardiac physiology and pathology has not yet been studied. In this study, we take advantage of a genetic model, in which the function of METTL5 is abolished in a cardiomyocyte-specific manner, to study its function in the heart. We show that METTL5 promotes stress-induced cardiac hypertrophy mainly via regulating the translation of SUZ12 mRNA. Altogether, our study may uncover an important translational mechanism for maintaining the homeostats of heart cells via epitranscriptomic regulation.

## Results

### The Expression Profile of METTL5 and Its Physiological Function in the Heart

Thus far, little is known about how N^6^-methyladenosine (m^6^A) modification of 18S rRNA at position A_1832_, which has been widely reported to be mediated by methyltransferase METTL5 (23–27), regulates cardiac physiology and/or pathology. To understand its function in the heart, we first examined its expression levels in different organs. Multiple mouse organs, including the heart, liver, lung, spleen, kidney, eye, brain and skeletal (Sk.) muscle, were collected from the neonatal (1 week) and adult (4.5 months) stages. METTL5 was detected as ubiquitously expressed in all tissues examined (Figure 1A). We then asked whether the expression level of METTL5 alters under pathological conditions. As a result, the expression level of METTL5 was reduced in Calcineurin transgenic (CnA-Tg) hearts but remained unaltered in transverse aortic binding (TAC)-induced cardiac hypertrophy (Figure 1B). In addition, the expression level of METTL5 in human samples collected from patients with heart failure was also tested (Supplementary Table 1). The mRNA and protein levels of METTL5 tended to decrease in the human failing hearts, respectively (Figures 1C,D).

**Figure 1:**
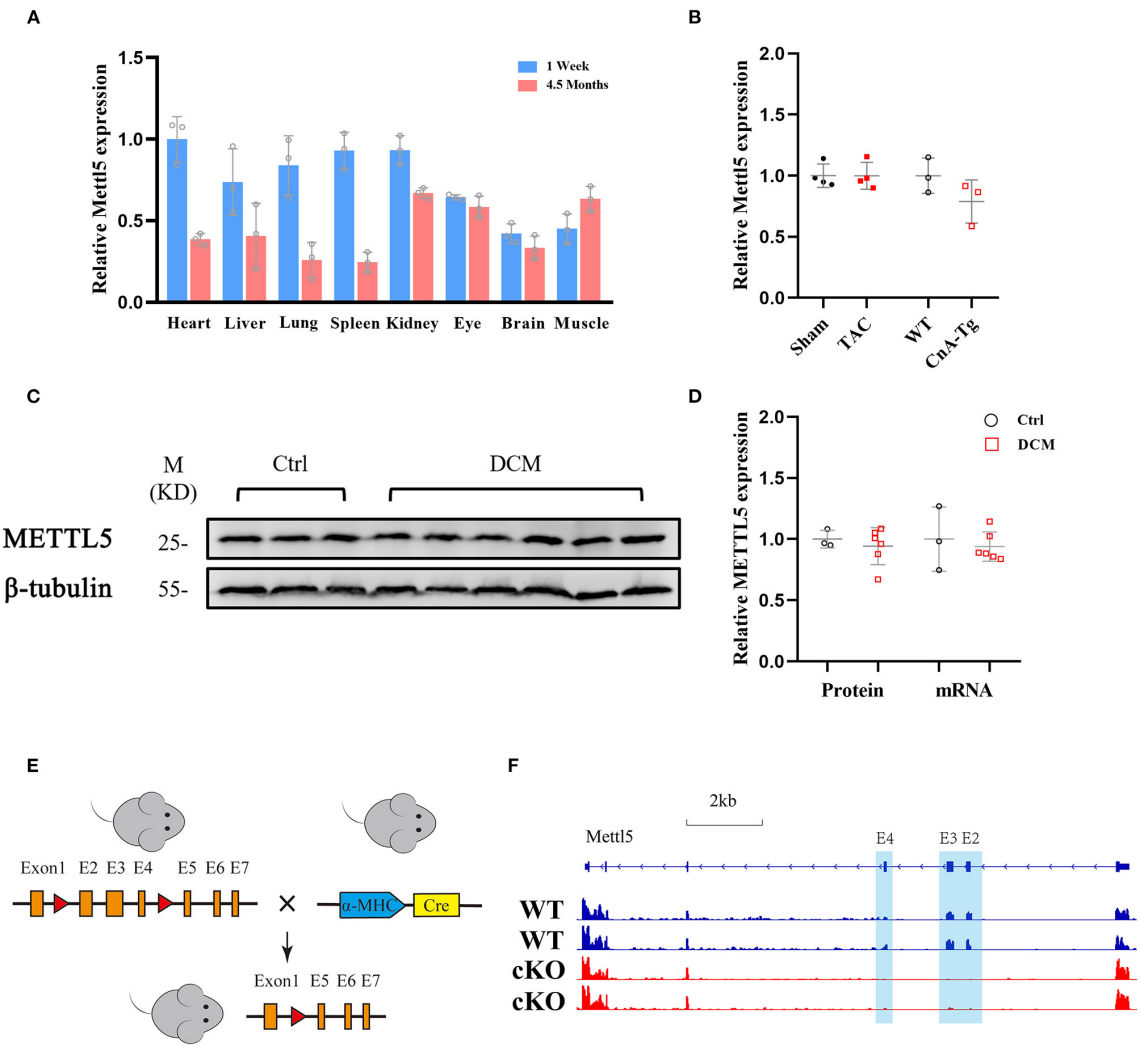
METTL5 expression profile and the generation of METTL5-cKO mouse. **(A)** Relative gene expression of METTL5 in different organs from 1 week and 4.5 months old mice by RT-PCR. *n* = 3 mice in each group. **(B)** Relative gene expression of METTL5 in TAC vs. Sham (*n* = 3 mice in each group) and CnA-Tg vs. WT (*n* = 4 mice in each group) mouse hearts by RT-PCR. **(C)** The protein level of METTL5 in control patient hearts (*n* = 3) and dilated cardiomyopathy (DCM) patient hearts (*n* = 6) by western blotting. β-tubulin srerves as a control. **(D)** Quantification of western blotting in panel C and the relative expression of METTL5 in control patient hearts (*n* = 3) and DCM patient hearts (*n* = 6) by RT-PCR. **(E)** Schematic of generation of METTL5 cardiomyocyte-specific knockout (METTL5-cKO) mouse. **(F)** The genomic view of reads in RNA-seq for METTL5 in the IGV browser.

METTL5 knockout (KO) mice were reported viable recently by our group and others (24, 26). 

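Heart RNA of 1-month-old mice was sequenced in 4 libraries labelled METTL5-KO and 4 labelled control. The authors aligned the reads to the mouse genome GRCm38 with HISAT2 and estimated the count of each gene with StringTie. The deposited table lists 55487 genes in whole numbers, not scaled between libraries. Total counts ranged from 20382162 to 20902251 in the control libraries (median 20821231) and from 20716628 to 21064158 in the METTL5-KO libraries (median 20874296). The counts were scaled by edgeR's TMM method, and the 16329 genes that passed edgeR's filter on low counts were tested. Genes with an adjusted p under 0.05 and an absolute log2 fold change over 1 were taken as dysregulated. The targeted gene, Mettl5 (ENSMUSG00000051730), had 5.12 ± 0.665 normalized counts (CPM, on TMM-scaled library sizes) in the control hearts and 5.97 ± 0.807 in the hearts labelled METTL5-KO (SD, n = 4). Its log2 fold change was 0.22 (standard error 0.147, adjusted p = 0.973 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The count of the whole gene therefore did not separate the genotypes, and the groups rest on the labels. Between the groups, 1 gene, Camkk2, was dysregulated, and it was lower in the METTL5-KO hearts. The threshold moved this count most, since at an unadjusted p under 0.05 26 genes were higher and 69 lower by the same fold change. The libraries of the groups did not overlap for 492 of the tested genes (3.01%), where chance gives 2.86%. The median standard error of a log2 fold change was 0.175.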

Cardiac histological and transcriptomic analyses of 1-month-old METTL5-KO mice and their control littermates showed no obvious cardiac abnormality (Supplementary Figures 1, 2 and Supplementary Table 2), indicating that METTL5 is dispensable for heart development. To specifically study the function of METTL5 in cardiomyocytes *in vivo*, Myh6-Cre was crossed with METTL5^fl/fl^, in which exons 2, 3 and 4 are floxed, to generate the cardiac-specific METTL5 depleted (METTL5-cKO) mice (Figure 1E). The 3 months old METTL5-cKO mouse hearts showed no obvious abnormality by echocardiography and histological examination (Supplementary Figure 3 and Supplementary Table 3). Similarly, transcriptomic analyses only detected 28 genes with significant difference in METTL5-cKO hearts (Supplementary Table 4). 

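The 3-month-old hearts gave 4 libraries labelled METTL5-cKO and 4 labelled control, which were processed like those of the 1-month-old hearts. Total counts ranged from 21491662 to 21739203 in the control libraries (median 21664672) and from 20503672 to 21636272 in the METTL5-cKO libraries (median 21567378). Of the 16391 genes tested, 6 were higher and 2 lower in the hearts labelled METTL5-cKO, and none of these 8 genes had overlapping groups. Across all genes tested, the groups did not overlap for 4.23%, against the 2.86% that chance gives. The count of 8 moved most with the threshold, to 55 higher and 45 lower genes at an unadjusted p under 0.05. It fell to 2 genes without control library 4 (libraries of mice are numbered here from 1 to 4 within a group, by the ascending number in the column names). Myl1 (ENSMUSG00000061816, chromosome 1 of GRCm38 from 66924295 to 66945404) fell from 22.5 ± 3.35 CPM to 7.05 ± 1.49 (SD, n = 4), a log2 fold change of -1.67 (standard error 0.176, adjusted p = 0.0102 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its adjusted p rose to 0.0576 without control library 2 and 0.0507 without control library 4. Ucp2, Phlda3, Ndnf and 2310015A16Rik were higher by log2 fold changes of 1.49, 1.32, 1.68 and 1.34. Of these, Ndnf and 2310015A16Rik lost significance in most fits that left out one library. 1700094D03Rik had 0 counts in every control library and 37 to 65 in the METTL5-cKO libraries, so it was at least 16.0-fold higher, but its counts after TAC did not separate the genotypes. Nppa had 132 ± 27.2 CPM in the control hearts and 283 ± 63.2 in the METTL5-cKO hearts (SD, n = 4). Its log2 fold change of 1.10 (standard error 0.196) did not pass the threshold (adjusted p = 0.159 from edgeR's quasi-likelihood test), although each METTL5-cKO library was above each control library (exact permutation test, p = 0.0286). For Nppb no difference was detectable, with a log2 fold change of 0.01 (standard error 0.342) that changed sign when 1 of 3 libraries (control 1, control 3 or METTL5-cKO 2) was left out.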

Of note, the floxed exons 2–4 of METTL5 were almost undetectable in METTL5-cKO hearts, indicating that METTL5 was predominately expressed in cardiomyocytes (Figure 1F).

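Mettl5 lies on the minus strand of chromosome 2 of GRCm38 from 69871198 to 69885615. An annotated transcript of it has 7 exons and 968 nucleotides. Exon 2 lies from 69881297 to 69881411, exon 3 from 69880767 to 69880948 and exon 4 from 69879102 to 69879184. These exons hold 380 nucleotides, or 39.3% of the transcript. Counts of single exons were not used here. The count of the whole gene includes reads on the other exons and reads from all cells of the heart. The gene overlaps Gm13625 on the same strand and Ssb on the other, so its count is uncertain to that extent. Mettl5 had 7.36 ± 0.554 CPM in the 3-month-old control hearts and 6.51 ± 0.731 in the hearts labelled METTL5-cKO (SD, n = 4), a log2 fold change of -0.18 (standard error 0.116, adjusted p = 0.884 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The groups overlapped (exact two-sided permutation test, p = 0.143). From the near absence of the floxed exons in Figure 1F, the paper concludes that METTL5 was expressed predominantly in cardiomyocytes.

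**Figure D1:**
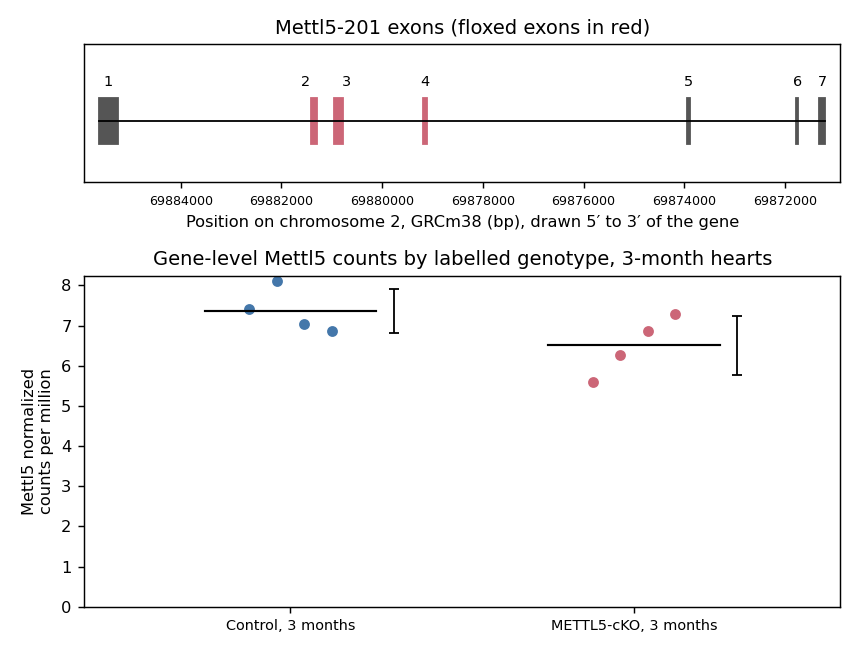
Exons of an annotated Mettl5 transcript along chromosome 2 (bp), with the floxed exons 2 to 4 in red, and the normalized counts (CPM) of the whole gene in each 3-month-old heart. Points are libraries, lines are group means and bars are the SD, and the control libraries (6.87 to 8.12 CPM) overlap with those labelled METTL5-cKO (5.61 to 7.28 CPM).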

### Cardiac-Specific Ablation of METTL5 Promotes Stress-Induced Cardiac Remodeling

In order to understand the function of METTL5 in cardiac remodeling, METTL5-cKO mice and control littermates were subjected to TAC surgery, which induced pressure overload in the left ventricle. As expected, echocardiographic examination showed significant increase in left ventricular posterior wall thickness (LVPW) without obvious chamber dilation and decrease in cardiac function in control mice at 4 weeks post-TAC (Figures 2A,B and Table 1). In contrast, loss of METTL5 promoted TAC-induced cardiac remodeling with progression to heart failure in the METTL5-cKO group, which was associated with significantly increased left ventricular internal dimension (LVID) and dramatic reduced fraction shortening (FS) (Figures 2B,C and Table 1). Hearts were collected at 4 weeks post-TAC after echocardiographic examination. The ratio of ventricular weight vs. body weight (Vw vs. Bw) and gross morphology consistently demonstrated the enlargement of METTL5-cKO hearts in the TAC group compared to that of the control hearts (Figures 2D,E). In addition, histological examination showed the obvious chamber dilation of METTL5-cKO TAC hearts (Figure 2F). Adverse cardiac remodeling and heart failure are often associated with increased cardiac fibrosis. Indeed, Sirius red/Fast green staining showed significantly increased fibrosis in TAC control hearts, which was further increased in METTL5-cKO TAC hearts (Figures 2G,H). In line with the further progression of cardiac remodeling in METTL5-cKO TAC group, Wheat Germ Agglutinin (WGA) staining indicated further hypertrophic growth of cardiomyocytes, which was evident by the cross area of cardiomyocytes, in METTL5-cKO TAC hearts compared to that of the control TAC hearts (Figures 2I,J).

**Figure 2:**
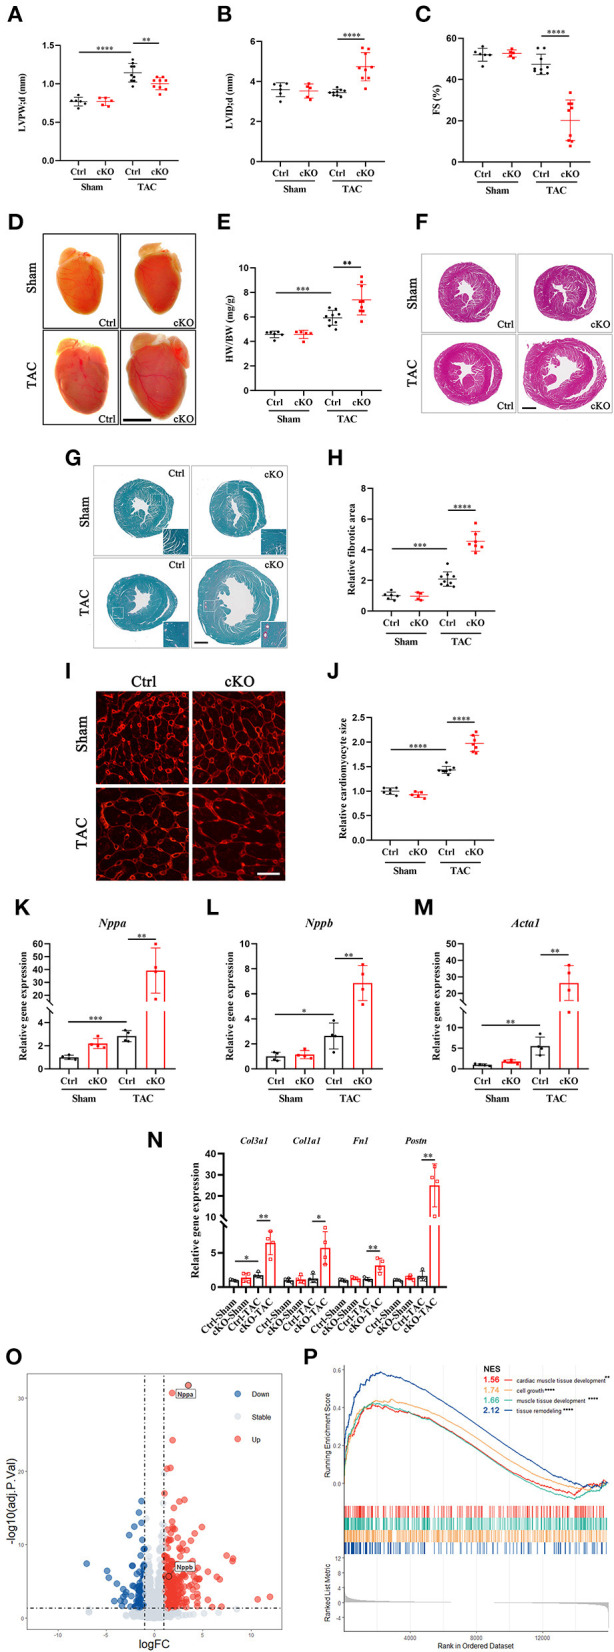
Cardiac-specific knockout of METTL5 *in vivo* promotes TAC-induced cardiac remodeling. **(A–C)** Left ventricular posterior wall thickness at end-diastole (LVPW;d), Left ventricular internal dimension at end-diastole (LVID;d), and Fractional shortening (FS) of TAC or sham operated METTL5-cKO and control mice at 4 weeks after surgery. *N* number (*n* > 4) for each group is indicated by the number of dots. **(D)** Representative images of gross morphology of METTL5-cKO and control hearts 4 weeks after TAC or sham operation. Scale bar = 5 mm. **(E)**. Quantification of heart weight to body weight ratio (HW/BW) of METTL5-cKO and control mice 4 weeks after TAC or sham operation. *N* number (*n* > 4) for each group is indicated by the number of dots. **(F)** Representative images of H&E staining of METTL5-cKO and control hearts 4 weeks after TAC or sham operation. Scale bar = 1 mm. **(G)** Representative images of Fast green and Sirius red staining of METTL5-cKO and control hearts 4 weeks after TAC or sham operation. Scale bar = 1 mm. **(H)** The fibrotic area of images from Fast green and Sirius red staining is quantified. *N* number (*n* > 3) for each group is indicated by the number of dots. **(I)** Heart cross sections were stained with wheat germ agglutinin (WGA). Scale bar = 25 μm. **(J)** Cardiomyocyte cross-sectional area was quantified. More than 500 cardiomyocytes from five hearts are quantified for each group. **(K–M)** Relative gene expression of hypertrophy marker genes by RT-PCR. *n* = 4 mice in each group. N. Relative gene expression of fibrosis related genes by RT-PCR. *n* = 4 mice in each group. **(O)** Volcano plot of differentially expressed genes in METTL5-cKO and control hearts 4 weeks after TAC operation. **(P)** GSEA analysis of differentially expressed genes in METTL5-cKO and control hearts 4 weeks after TAC operation. (The unpaired *T*-test was used for 2-group comparisons. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001).

**Table 1:** Echocardiography examination of METTl5-cKO mice and their control littermates with transverse aortic constriction (TAC) or sham operation at 4 weeks after surgery.

	**Ctrl; Sham (*N* = 6)**	**METTL5-cKO; Sham (*N* = 5)**	**Ctrl; TAC (*N* = 9)**	**METTL5-cKO; TAC (*N* = 9)**
IVS;d (mm)	0.732 ± 0.053	0.752 ± 0.022	1.145 ± 0.085^**^	1.004 ± 0.079^##^
IVS;s (mm)	1.362 ± 0.033	1.415 ± 0.148	1.789 ± 0.145^**^	1.345 ± 0.191^##^
LVID;d (mm)	3.590 ± 0.345	3.526 ± 0.353	3.452 ± 0.152	4.741 ± 0.706^##^
LVID;s (mm)	1.728 ± 0.233	1.672 ± 0.203	1.816 ± 0.199	3.834 ± 1.009^##^
LVPW;d (mm)	0.768 ± 0.056	0.769 ± 0.051	1.143 ± 0.120^**^	1.002 ± 0.078^##^
LVPW;s (mm)	1.413 ± 0.059	1.416 ± 0.117	1.733 ± 0.124^**^	1.346 ± 0.218^##^
EF (%)	83.83 ± 2.96	84.51 ± 1.61	79.53 ± 4.60	40.40 ± 17.75^##^
FS (%)	52.01 ± 3.16	52.64 ± 1.71	47.43 ± 4.90	20.30 ± 9.83^##^
LV Mass (mg)	91.01 ± 17.39	89.93 ± 16.93	156.84 ± 24.75^**^	212.53 ± 46.00^##^
LV Mass (Corrected, mg)	72.81 ± 13.91	71.94 ± 13.55	125.47 ± 19.80^**^	170.02 ± 36.80^##^
LV Vol;d (uL)	54.73 ± 11.90	52.42 ± 12.24	49.35 ± 5.25	107.42 ± 36.59^##^
LV Vol;s (uL)	8.99 ± 2.78	8.22 ± 2.45	10.14 ± 2.81	69.25 ± 41.25^##^
Heart Rate (BPM)	663 ± 42	674 ± 15	696 ± 17	671 ± 45

** *P_Ctrl;Shamvs.Ctrl;TAC_ < 0.01*;

## *P_Ctrl;TACvs.CIP−OE;TAC_ < 0.01*.

Gene expression was detected to confirm the above observation. The expression levels of fetal genes, including Nppa, Nppb, and Acta1, which are often elevated in cardiac hypertrophy, were further increased in METTL5-cKO TAC hearts (Figures 2K–M). Similarly, the expression levels of genes related to fibrosis, such as Col1a1, Col3a1, Fn1, and Postn, were dramatically increased in METTL5-cKO group under stress (Figure 2N). 

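Hearts collected 4 weeks after TAC gave 4 libraries labelled METTL5-cKO and 4 labelled control. Total counts ranged from 19899033 to 21702443 in the control TAC libraries (median 21598449) and from 20469696 to 21804907 in the METTL5-cKO TAC libraries (median 21402352). The genotypes were compared over the 16340 genes that passed the filter on low counts, with a median standard error of 0.135 for a log2 fold change. The 10 genes with the most counts took 32.8% to 38.9% of the counts of a library. Mettl5 had 6.75 ± 0.752 CPM in the control TAC hearts and 6.59 ± 0.764 in the METTL5-cKO TAC hearts (SD, n = 4). The log2 fold change of -0.04 (standard error 0.120) was within its error and became 0.11 with scaling by library size alone, so directions after TAC rest on the genotype labels.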

RNA sequencing were further performed to monitor the globe shift of transcriptome. 

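Between the hearts labelled METTL5-cKO and control after TAC, 474 genes were dysregulated, 328 higher and 146 lower in the METTL5-cKO TAC hearts. Across all genes tested, the groups did not overlap for 3034 (18.6%), where chance gives 2.86%. Without a minimum fold change, the alternative that moved the count most, 1074 genes were higher and 997 lower. Single libraries also moved it, to 217 genes without control TAC library 4 and 827 without METTL5-cKO TAC library 4. With scaling by library size alone, the share of higher genes rose from 69.2% to 83.9% of the dysregulated genes. Nppa (ENSMUSG00000041616, chromosome 4 of GRCm38 from 148000722 to 148002079) encodes atrial natriuretic peptide. It had 436 ± 100.1 CPM in the control TAC hearts and 4888 ± 1804 in the METTL5-cKO TAC hearts (SD, n = 4), a log2 fold change of 3.49 (standard error 0.324, adjusted p = 0.00158 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change stayed between 3.36 and 3.73 when each library was left out in turn. METTL5-cKO TAC library 4 had 2223 CPM, below the 5398 to 6163 CPM of the other METTL5-cKO TAC libraries and above the control TAC libraries, at 338 to 546 CPM. The antisense gene Gm13054 overlaps Nppa, so the count is uncertain to that extent. Nppb (ENSMUSG00000029019, chromosome 4 of GRCm38 from 147985788 to 147987205), which encodes brain natriuretic peptide, rose from 278 ± 104 to 769.8 ± 164 CPM (SD, n = 4). Its log2 fold change was 1.47 (standard error 0.285, adjusted p = 0.0157 from the same edgeR test), and its adjusted p was 0.0545 without control TAC library 4. For both genes, the METTL5-cKO TAC libraries lay above the control TAC libraries (exact two-sided permutation test, p = 0.0286). Among the higher genes with the smallest adjusted p-values were Efhd2, Lman1l, Phlda3, Mybpc2 and Gm47692, with log2 fold changes of 1.82, 1.97, 1.87, 1.28 and 1.30. Among the lower genes were Immp2l, Kcnj3 and Gbp5, with -1.35, -1.63 and -1.05, and Gm20547, which was at least 13.4-fold lower. Mybpc2, Gm47692, Immp2l, Kcnj3 and Gm20547 overlap other annotated genes.

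**Figure D2:**
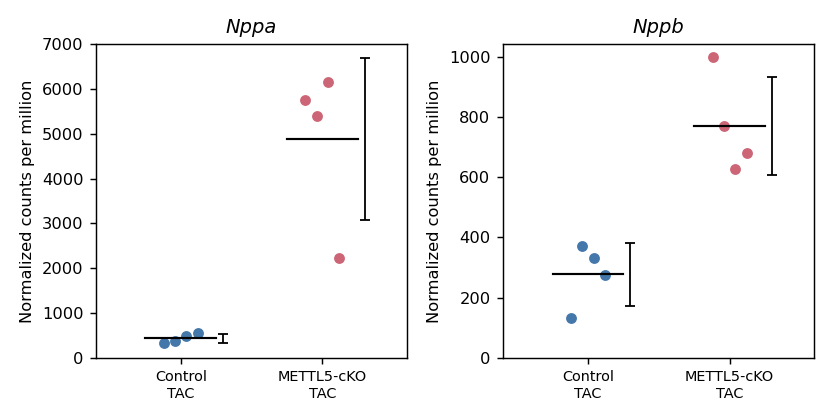
Normalized counts (CPM) of Nppa and Nppb in each heart 4 weeks after TAC, by labelled genotype. Points are libraries, lines are group means and bars are the SD, and the METTL5-cKO libraries lie above the control libraries in both panels, 1 of them at 2223 CPM of Nppa.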

A total of 392 upregulated genes, including Nppa and Nppb, and 146 downregulated genes (|Log_2_ fold change|>1; *p* < 0.05) were detected (Figure 2O and Supplementary Table 5). 

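A list of collagens, other matrix proteins and matrix remodelling enzymes was tested in the TAC hearts, and the gene sets of Figure 2P were not used here. Of its 122 genes, 91 passed the filter on low counts. Their median log2 fold change between the METTL5-cKO TAC and control TAC hearts was 0.84, with 72 genes higher and 19 lower. limma's camera test with a preset correlation between genes gave p = 3.9e-20 for a shift to higher expression. The shift held under fry (p = 0.0103) but not with the correlation estimated from the data (p = 0.0504). An adjusted p under 0.05 was reached by 51 of the genes over all genes tested and by 65 when adjusted over the list alone. Of the 5 members with the smallest adjusted p-values, Ccn2, Mmp23, Col12a1 and Timp1 were higher by log2 fold changes of 2.65, 1.40, 4.11 and 2.93, and Adamts7 was lower, with -1.45. Ccn2 (ENSMUSG00000019997) encodes connective tissue growth factor and rose from 79.7 ± 28.9 to 499 ± 185 CPM (SD, n = 4), with an adjusted p of 0.00546 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 5 genes except Mmp23 overlap genes on the other strand, so their counts are uncertain to that extent.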

GSEA analysis showed the activities of several cardiac hypertrophy-related KEGG pathways, such as cardiac muscle tissue development, cell growth, muscle tissue development and tissue remodeling, were enhanced (Figure 2P). Together, these data consistently demonstrated that the loss of METTL5 promoted cardiac remodeling induced by pressure overload.

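Genes that Figures 2M,N measured by RT-PCR were also higher in the RNA sequencing counts of the hearts labelled METTL5-cKO after TAC. Acta1 (ENSMUSG00000031972, chromosome 8 of GRCm38 from 123891769 to 123894751) had 1076 ± 242 CPM in the control TAC hearts and 3305 ± 336 in the METTL5-cKO TAC hearts (SD, n = 4), a log2 fold change of 1.62 (standard error 0.165, adjusted p = 0.00227 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Postn (ENSMUSG00000027750, chromosome 3 of GRCm38 from 54361109 to 54391037) rose from 39.0 ± 11.3 to 486 ± 292 CPM (SD, n = 4), a log2 fold change of 3.64 (standard error 0.569, adjusted p = 0.00948 from the same edgeR test). Its METTL5-cKO TAC libraries spread from 85.1 to 783 CPM. Col1a1, Col3a1 and Fn1 had log2 fold changes of 1.71, 1.89 and 1.15. Their adjusted p-values in edgeR's quasi-likelihood test were 0.0194, 0.0146 and 0.0154, and rose to 0.0664, 0.0533 and 0.0546 without control TAC library 4. That of Col1a1 also rose above 0.05 without control TAC library 2 and without METTL5-cKO TAC library 2. In each of these 5 genes, the groups did not overlap (exact permutation test, p = 0.0286). Acta1, Col3a1 and Fn1 overlap other annotated genes, so their counts are uncertain to that extent. From these data together with the echocardiography and histology, the paper concludes that loss of METTL5 promoted the cardiac remodeling induced by pressure overload.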

### METTL5 Mediates Hypertrophic Growth of Cardiomyocytes

Our data indicated that METTL5 was dominantly expressed in cardiomyocytes. We therefore suggested that METTL5 could regulate hypertrophic growth of cardiomyocytes in a cell-autonomous manner. The expression of METTL5 was knocked down in isolated neonatal rat ventricular cardiomyocytes (NRVM) (Figure 3A). Quantification of cell size indicated that loss-of-function of METTL5 promoted phenylephrine (PE)-induced hypertrophic growth of cardiomyocytes (Figures 3B,C). To confirm this observation, the detection of gene expression showed that knockdown of METTL5 further promoted the expression of hypertrophic marker genes, including Nppa, Nppb, and Acta1, in PE-treated NRVMs (Figures 3D–F). The enhanced levels of phosphorylation of ERK1/2 and S6 ribosomal protein are often connected to cardiac hypertrophy. Western blotting showed that the expression levels of both phosphorylated proteins were further elevated in the PE-treated METTL5 knockdown NRVMs (Figures 3G–J). On the contrary, we asked whether forced expression of METTL5 in NRVMs showed the opposite effect on hypertrophy. Indeed, forced expression of METTL5 with adenovirus repressed PE-induced hypertrophic growth in NRVMs as evident by the smaller cell size of Ad-METTL5-treated NRVMs (Figures 3K,L and Supplementary Figure 4). In addition, forced expression of METTL5 dramatically inhibited the induced expression of Nppa, Nppb, and Acta1 by PE treatment (Figures 3M–O). Collectively, these data demonstrated that METTL5 regulated the hypertrophic growth of cardiomyocytes.

**Figure 3:**
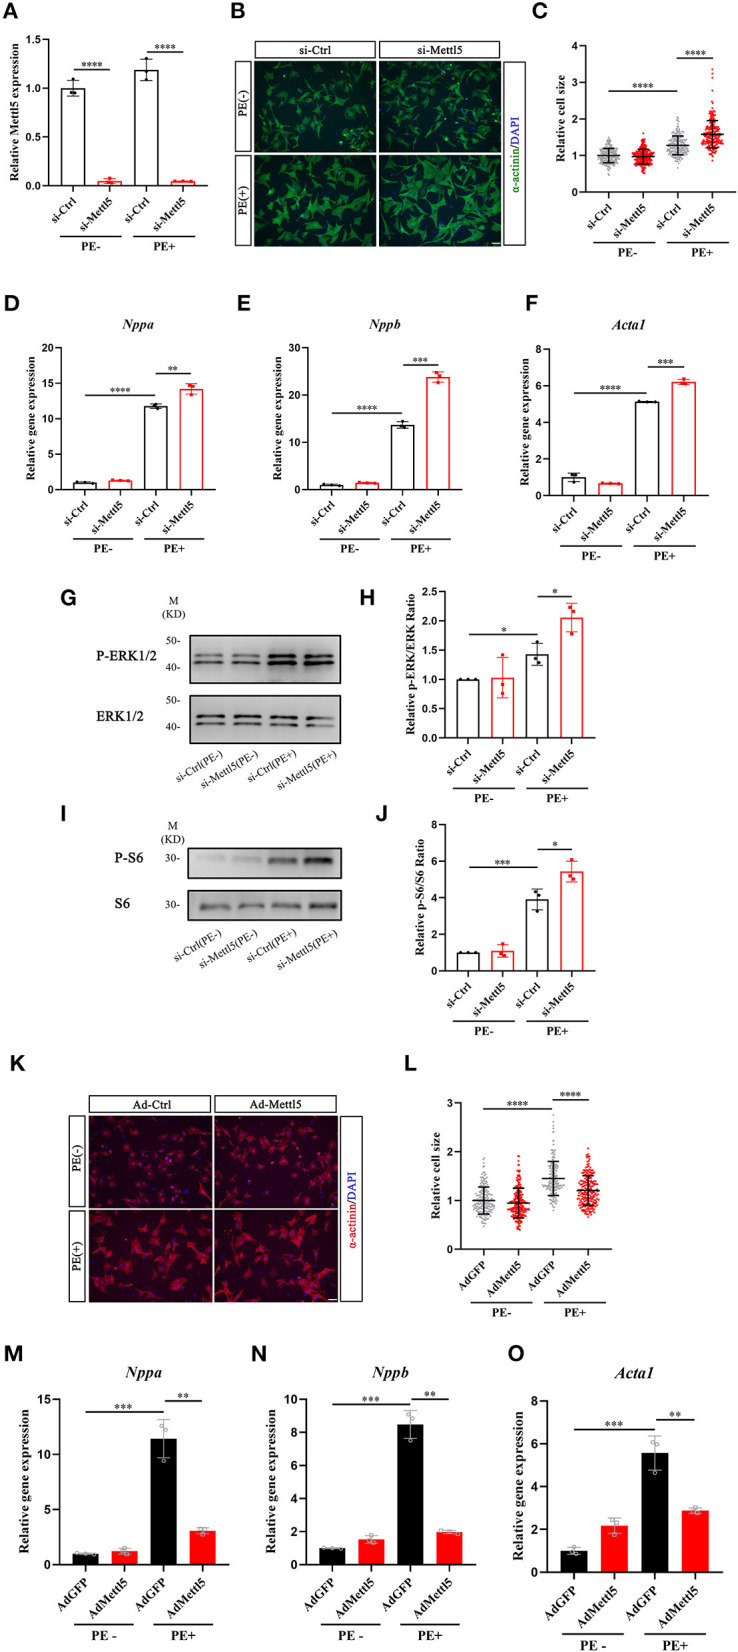
METTL5 promotes hypertrophic growth of cardiomyocytes *in vitro*. **(A)** qRT-PCR detecting the knockdown of METTL5 in neonatal rat ventricular cardiomyocytes (NRVMs) with siRNA. *n* = 3 in each group. **(B)** Representative images of immunostaining of NRVMs transfected with si-METTL5 or control siRNA (si-Ctrl) with or without PE treatment. α-actinin labels cardiomyocytes. DAPI marks nuclei. Scale bar = 50 μm. **(C)** Quantification of the size of cardiomyocytes in panel B. More than 200 cells are measured in each group. **(D–F)** Relative gene expression of hypertrophy markers in NRVMs transfected with si-METTL5 or si-Ctrl with or without PE treatment. *n* = 3 in each group. **(G,H)** Detection of the expression of phosphorylated and total ERK in NRVMs transfected with si-METTL5 or si-Ctrl with or without PE treatment by western blotting. Protein level is quantified and the ratio of phospho-ERK to total ERK is presented. *n* = 3 in each group. **(I,J)** Detection of the expression of phosphorylated and total S6 in NRVMs transfected with si-METTL5 or si-Ctrl with or without PE treatment by western blotting. Protein level is quantified and the ratio of phospho-S6 to total S6 is presented. *n* = 3 in each group. **(K)** Representative images of immunostaining of NRVMs transduced with Ad-METTL5 or control virus (Ad-GFP) with or without PE treatment. α-actinin labels cardiomyocytes. DAPI marks nuclei. Scale bar = 50 μm. **(L)** Quantification of the size of cardiomyocytes in **(K)** More than 200 cells are measured in each group. **(M–O)** Relative gene expression of hypertrophy markers in NRVMs transduced with Ad-METTL5 or Ad-GFP with or without PE treatment. *n* = 3 in each group. The unpaired *T*-test was used for 2-group comparisons. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### SUZ12 Is a Key Regulator of METTL5-Medited Cardiac Phenotype

To explore the molecular mechanism downstream of METTL5 in cardiomyocytes, transcriptomic shift caused by gain- and loss-of-function of METTL5 in NRVMs were monitored by RNA sequencing followed by a series of analyses (Figure 4A). 

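For the gain of METTL5, NRVMs transduced with adenovirus carrying METTL5 (AdMETTL5) or GFP (AdGFP) and treated with 20 μM PE for 24 h gave 4 libraries of each group. The libraries of si-METTL5 treated NRVMs were not analysed here. The authors aligned the reads to the rat genome Rnor_6.0, and the deposited table of estimated counts lists 32883 genes. Total counts ranged from 17344430 to 18085339 in the AdGFP libraries (median 17848113) and from 14324700 to 14642431 in the AdMETTL5 libraries (median 14480928). The 15041 genes that passed the filter on low counts were tested between the viruses like the mouse hearts between genotypes. The median standard error of a log2 fold change was 0.0806. Rat Mettl5 (ENSRNOG00000008469) had 17.0 ± 0.774 CPM with AdGFP and 21.2 ± 1.76 with AdMETTL5 (SD, n = 4), a log2 fold change of 0.32 (standard error 0.0723, adjusted p = 0.00295 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The virus carries the human METTL5 coding sequence, so the count on the rat gene does not measure the level of the transgene.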

A total of 316 and 981 dysregulated genes (|Log_2_ fold change|>1; *p* < 0.05) were detected in si-METTL5 and Ad-METTL5 treated NRVMs under the stimulation of PE, respectively (Figure 4B and Supplementary Tables 6, 7). 

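Between the AdMETTL5 and AdGFP libraries, 880 genes were dysregulated, 609 higher and 271 lower with AdMETTL5. The groups did not overlap for 851 of them and for 48.4% of all genes tested, where chance gives 2.86%. The count was between 854 and 965 when each library was left out in turn. It moved most without a minimum fold change, to 4082 higher and 3867 lower genes. With scaling by library size alone, 81.2% of the dysregulated genes were higher, against 69.2% with TMM scaling. Nell2 (ENSRNOG00000006235) rose from 1.42 ± 0.198 to 21.7 ± 1.02 CPM and Lamb3 (ENSRNOG00000006025) fell from 173 ± 8.77 to 45.1 ± 1.74 CPM (SD, n = 4). Their log2 fold changes were 3.93 and -1.94, with standard errors of 0.103 and 0.0517 and an adjusted p of 7.1e-10 for both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Efnb2, Fam81a, Kitlg and Ccne2 were higher by log2 fold changes of 1.63, 2.35, 2.40 and 1.73. Fignl1, Ankrd1, Ccdc107 and Pla2g5 were lower, with -1.56, -2.30, -1.51 and -1.47.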

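In the AdMETTL5 libraries, Nppa (ENSRNOG00000008176) had 2284 ± 408 CPM, against 10051 ± 2433 with AdGFP (SD, n = 4). Its log2 fold change was -2.14 (standard error 0.173, adjusted p = 1.1e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nppb (ENSRNOG00000008141) fell from 1461 ± 345 to 334 ± 40.0 CPM (SD, n = 4), a log2 fold change of -2.13 (standard error 0.149, adjusted p = 3.6e-07 from the same edgeR test). Acta1 (ENSRNOG00000017786) fell from 1202 ± 129.7 to 694 ± 56.6 CPM (SD, n = 4). Its log2 fold change of -0.79 (standard error 0.0811, adjusted p = 7.4e-06 from edgeR's quasi-likelihood test) was smaller than the minimum fold change, so Acta1 was not among the dysregulated genes. For all 3 genes, the AdMETTL5 libraries lay below the AdGFP libraries (exact two-sided permutation test, p = 0.0286). With each library left out in turn, the log2 fold changes stayed from -2.25 to -2.02 for Nppa, from -2.24 to -2.01 for Nppb and from -0.86 to -0.73 for Acta1.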

Analyses indicated that 52 dysregulated genes, including Nppa, Nppb, and Acta1, were overlapped but showed an opposite expression trend of dysregulation between Ad-METTL5 and si-METTL5 treated NRVMs (Figures 4C,D). Multiple key pathways of cardiac hypertrophy, such as Adrenegic signaling and MAPK signaling, were significantly altered in the KEGG analyses, that showed an opposite direction of alteration in si-METTL5 treated NRVMs vs. Ad-METTL5 treated NRVMs (Figure 4E). 

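The gene sets of Figure 4E were not used here, and MAPK signaling was not analysed here. A list of 69 genes of adrenergic signaling had a median log2 fold change of -0.14 with AdMETTL5, with 45 genes lower and 24 higher. limma's camera test with a preset correlation between genes gave p = 3.8e-07 for a shift to lower expression. The shift held under fry (p = 5.7e-07) and with the estimated correlation (p = 0.00314). With scaling by library size alone, which shifts the median of all genes by 0.135, the median of the list was -0.00847. An adjusted p under 0.05 was reached by 16 higher and 31 lower genes over all genes tested, and by 47 genes when adjusted over the list alone. Myh7 fell from 11213 ± 501 to 2595 ± 294 CPM and Myl2 from 1932 ± 285 to 382 ± 38.5 CPM (SD, n = 4). The log2 fold changes of these genes were -2.11 and -2.34, with adjusted p-values of 7.5e-09 and 1.6e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Myh6, Myl4 and Tnni3 were lower by 1.53, 1.02 and 1.14 log2 units. The list holds 10 cardiomyocyte markers. Without them its median was -0.0737 over 59 genes, 35 lower and 24 higher (camera with the preset correlation, p = 0.0123). Most of the shift in the median of this small set thus came with those markers. Of the oxidative phosphorylation genes, a pathway that Figure 4E names, all 79 tested were lower with AdMETTL5. Their median log2 fold change was -0.45 and their range -1.15 to -0.10. The camera test gave p = 2.6e-20 and fry p = 0.000574, but camera with the estimated correlation gave p = 0.166. Ndufb10 had a log2 fold change of -0.89 (standard error 0.0749), and Ndufb4, Atp5mc2, Atp5f1b and Ndufv2 had -0.69, -0.59, -0.66 and -0.76.

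**Figure D3:**
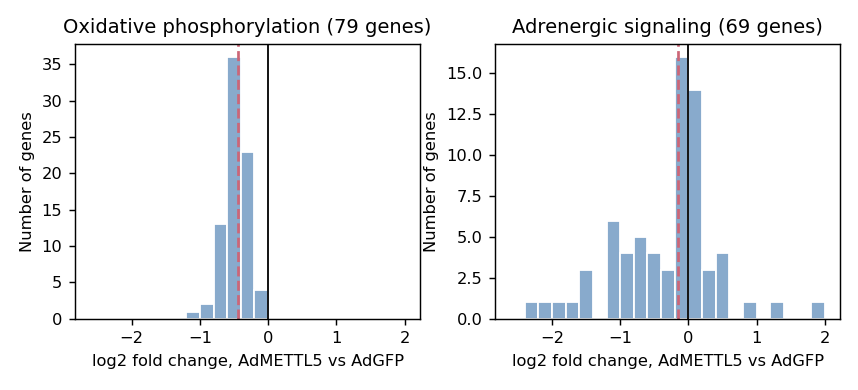
Number of genes by log2 fold change between AdMETTL5 and AdGFP for the 79 oxidative phosphorylation genes and the 69 adrenergic signaling genes. The black line marks no change and the dashed red line the median of the list (-0.45 and -0.14), and the oxidative phosphorylation genes all lie below 0.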

We further asked whether these dysregulated genes were controlled by one or more upstream regulators. Dysregulated genes from both datasets were subjected to upstream factor analysis with two independent algorithms, X2K (28) and Lisa (29). Excitingly, SUZ12, a core component of PRC2 complex, was the top hit of the list from both analyses (Figure 4F and Supplementary Figure 5). Given that PRC2 complex has been recently reported to participate in regulating cardiac hypertrophy (30, 31), our data could suggest that SUZ12 was a key upstream regulator mediating the METTL5-related cardiac phenotype observed above.

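The upstream factor analysis was not repeated here. Of the 500 dysregulated genes with the smallest adjusted p-values between AdMETTL5 and AdGFP, 48 belonged to a list of interferon-stimulated genes, where chance gives 1.76 (one-sided Fisher's exact test, p = 2.8e-66). The adrenergic signaling list gave 13 of them, where chance gives 2.29 (p = 3.6e-07 from the same exact test). Of these 13 genes, 6 are also in a list of 13 cardiomyocyte markers, which gave 8 where chance gives 0.432 (Fisher's exact test, p = 1.6e-09). Without the markers, the adrenergic signaling list gave 7 where chance gives 1.96 (Fisher's exact test, p = 0.00329, a test chosen after the values were seen). The oxidative phosphorylation list gave 1 where chance gives 2.63. The interferon, adrenergic signaling and oxidative phosphorylation lists follow the paper's results on these libraries, so their overlaps are not independent support. A list of homeobox and other developmental regulators, a class of genes that PRC2 represses, gave 3, where chance gives 0.665 (Fisher's exact test, p = 0.0273). Of the 112 genes of that list, 20 passed the filter on low counts. Their median log2 fold change was 0.13. limma's camera test with a preset correlation between genes gave p = 0.917, so no shift of the set was detectable. An adjusted p under 0.05 was reached by 11 of them over all genes tested and by 12 when adjusted over the list alone. Among the members with the smallest adjusted p-values, Dlx5 and Six2 were higher by log2 fold changes of 2.08 and 1.06, and Irx4 and Nkx2-5 were lower, with -1.83 and -0.58. From the rank of SUZ12 in its analyses and earlier reports on PRC2, the paper proposes that SUZ12 was a key upstream regulator of the METTL5-related phenotype.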

**Figure 4:**
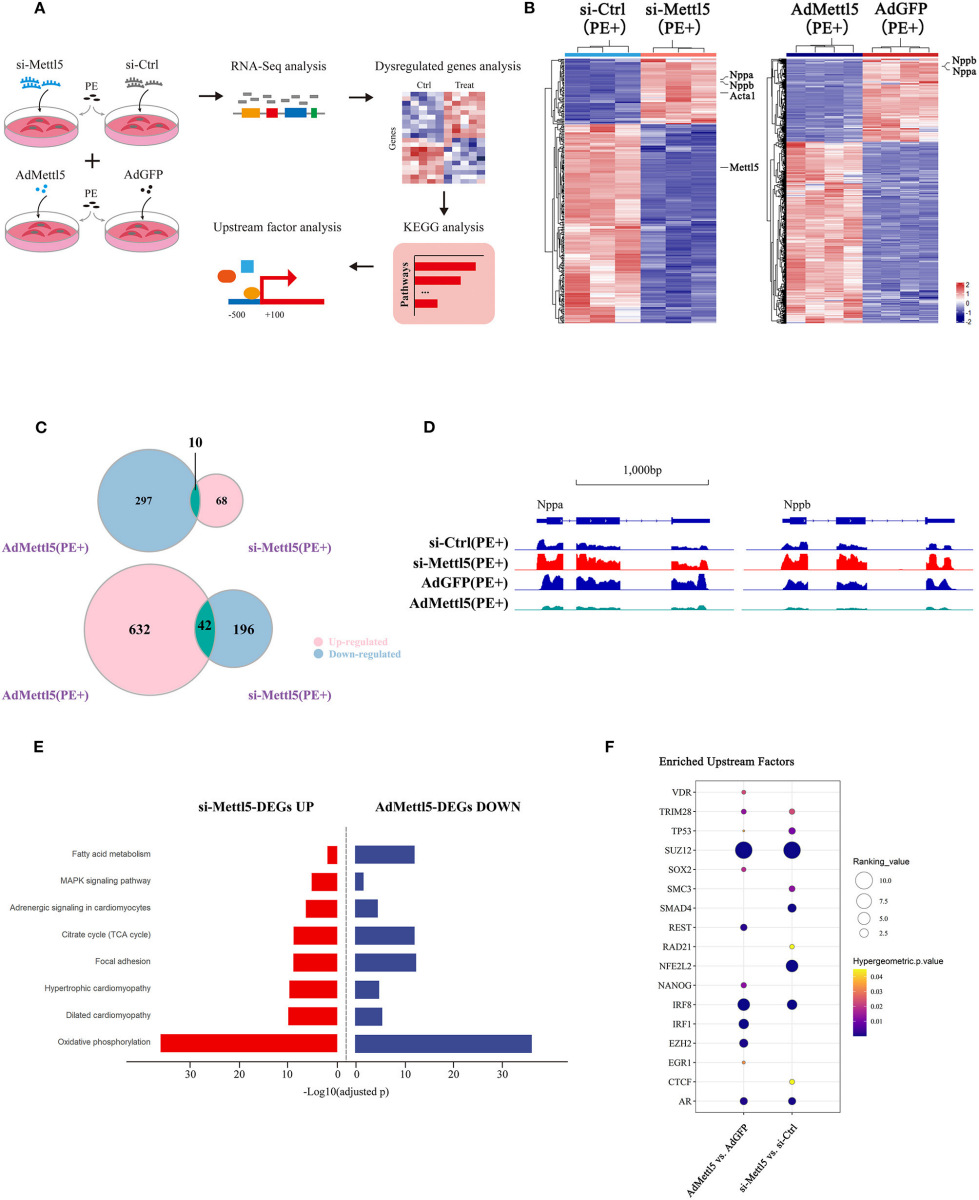
Transcriptome analyses reveal SUZ12 as a key mediator of METTL5-regulated cardiac phenotype. **(A)** Schematic showing the experimental design and workflow of transcriptome analyses of siRNA and adenovirus-treated NRVMs under the stimulation of PE. **(B)** Hierarchical clustering of differentially expressed genes in groups of si-METTL5 vs. si-Ctrl and AdMETTL5 vs. AdGFP under the stimulation of PE. (|Log2FoldChange|>1, adjusted *P*-value < 0.05). **(C)** Venn diagram showing the overlap of upregulated- and downregulated-genes in groups of si-METTL5 vs. si-Ctrl and AdMETTL5 vs. AdGFP under the stimulation of PE, respectively. (|Log2FoldChange|>1, adjusted *P*-value < 0.05). **(D)** The genomic view of reads in RNA-seq for hypertrophic marker gene Nppa, Nppb in the IGV browser. **(E)** KEGG pathway enrichment analysis of dysregulated genes in groups of si-METTL5 vs. si-Ctrl and AdMETTL5 vs. AdGFP under the stimulation of PE (adjusted *P*-value < 0.05). **(F)** Upstream factor analysis by X2K of the top 500 dysregulated genes (|Log2FoldChange|>1, adjusted *P*-value < 0.05; ranking by adjusted *P*-value) in groups of si-METTL5 vs. si-Ctrl and AdMETTL5 vs. AdGFP under the stimulation of PE. The upstream factors were selected by Hypergeometric *p*-value < 0.05. The algorithm of independent hypothesis weighting (IHW) in DEseq2 was used for calculating the adjusted *P*-value of the RNA-seq data.

### METTL5 Translationally Regulates the Expression of SUZ12

Next, we asked how METTL5 regulated the SUZ12-mediated signaling in cardiac hypertrophy. First, we carefully checked the transcript level of SUZ12 from transcriptome analyses of Ad-METTL5 and si-METTL5 treated NRVMs. To our surprise, no significant alteration of SUZ12 expression is found (Figures 5A,B). 

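In the AdMETTL5 and AdGFP libraries, Suz12 (ENSRNOG00000058663) had 32.8 ± 2.37 and 26.2 ± 1.39 CPM (SD, n = 4). With AdMETTL5 the log2 fold change was 0.32 (standard error 0.0658, adjusted p = 0.00129 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is under the minimum fold change for dysregulated genes. The AdMETTL5 libraries, at 29.3 to 34.5 CPM, lay above the AdGFP libraries, at 24.6 to 27.4 CPM (exact two-sided permutation test, p = 0.0286). The log2 fold change stayed between 0.30 and 0.37 when each library was left out in turn. Without a minimum fold change, 7949 of the 15041 genes tested reached an adjusted p under 0.05, so a shift of this kind was common in these libraries. Suz12 in si-METTL5 treated NRVMs was not analysed here.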

METTL5 is known to regulate mRNA translation via modifying nucleotide (m^6^A) in 18s rRNA (24, 27). Recently, METTL5-mediated translational control of differentiation regulator FBXW7 has been reported to play a key role in ES cell differentiation (32). Therefore, we suspected that METTL5 regulated the translational efficiency of SUZ12 mRNA in cardiac hypertrophy. Protein and mRNA expression of SUZ12 were detected in si-METTL5 treated NRVMs with PE induction. As a result, protein expression of SUZ12 was significantly decreased with no alteration of mRNA expression (Figures 5C,D), indicating that the translational efficiency of SUZ12 mRNA was repressed when expression of METTL5 was reduced (Figure 5E). On the contrary, gain-of-function of METTL5 promoted the translational efficiency of the SUZ12 mRNA, evidenced with the increased SUZ12 protein level without change in its mRNA expression level (Figures 5F–H). To validate the role of SUZ12 in METTL5-mediated inhibition of cardiac hypertrophy, we performed a rescue experiment by knocking down SUZ12 (Figure 5I). The expression of hypertrophic marker genes Nppa and Nppb, which was repressed by the overexpression of METTL5, was partially rescued by the SUZ12 knockdown (Figure 5J). Furthermore, the partial rescue effect in cardiac hypertrophy was also observed in the treatment of SUZ12/PRC2 inhibitors, EED226 and Boc-NH-C4-acid, during METTL5 overexpression (Figure 5K). Our data indicated that SUZ12 is an important regulator mediating the inhibitory function of METTL5 in cardiac hypertrophy. Mef2a and Mef2d are two major Mef2 family members expressed in the heart and key transcriptional factors for activating hypertrophy-related downstream genes (33, 34). Furthermore, PRC2 complex has been reported to regulate the expression of Mef2 family members (30). Therefore, we detected the expression of Mef2a and Mef2d in NRVMs with PE induction. As indicated, the expression levels of both Mef2a and Mef2d were significantly downregulated in NRVMs with forced expression of METTL5; while that of Mef2d was significantly increased after si-METTL5 treatment (Figure 5L). Taken together, our results suggested that the SUZ12(PRC2)-Mef2d axis could be critical in the regulation of cardiac hypertrophy by METTL5 mainly through modulating the translational efficiency of SUZ12 mRNA.

**Figure 5:**
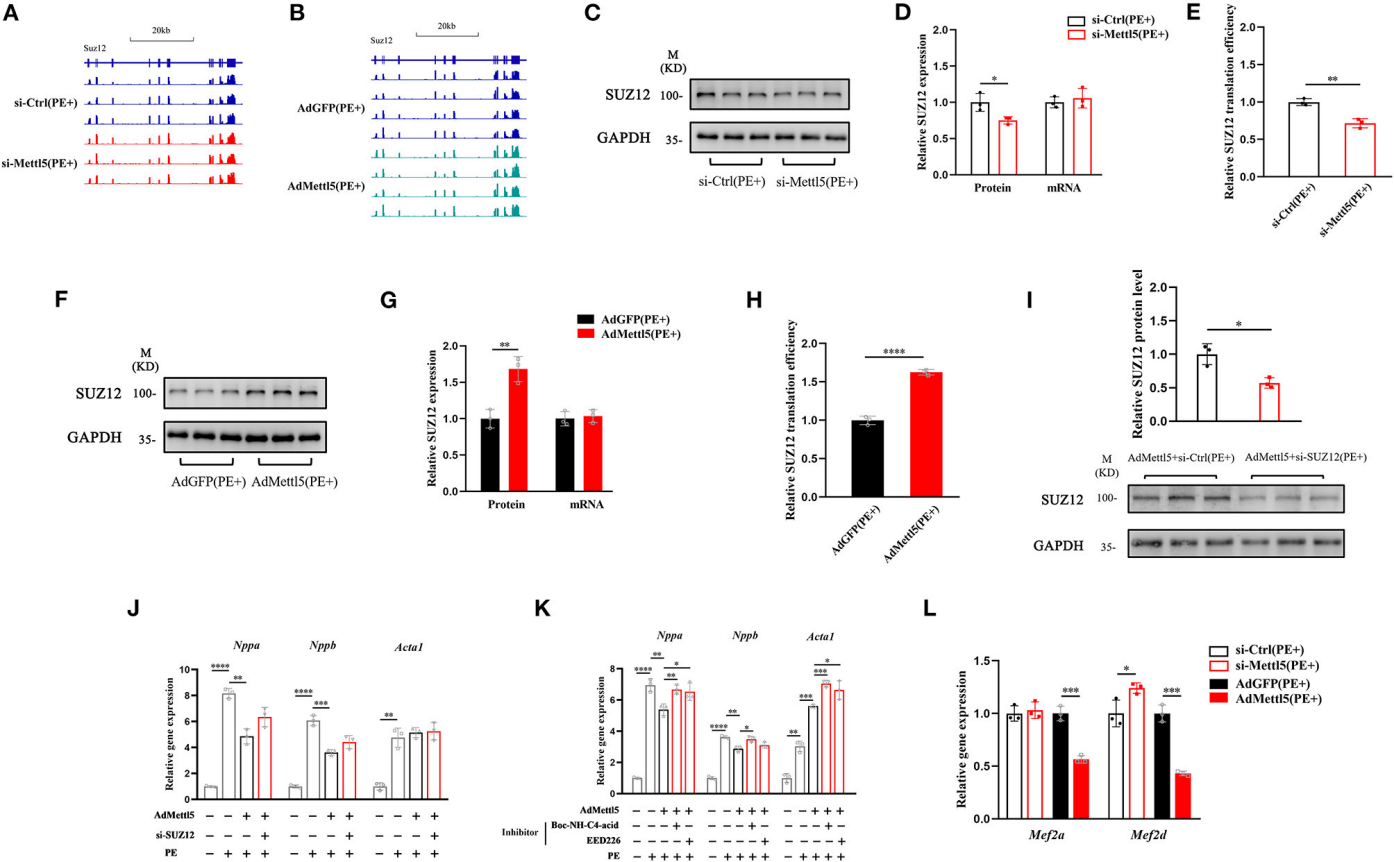
METTL5 regulates the translation efficiency of SUZ12. **(A,B)** The genomic view of SUZ12 mRNA reads of RNA-seq of si-METTL5 vs. si-Ctrl and AdMETTL5 vs. AdGFP under the stimulation of PE in the IGV browser. **(C)** Detection of the expression of SUZ12 in si-METTL5 and si-Ctrl treated NRVCs under the stimulation of PE. GAPDH serves as control. **(D)** Quantification of SUZ12 protein level and qRT-PCR detection of the relative gene expression of SUZ12 in si-METTL5 and si-Ctrl treated NRVCs under the stimulation of PE. **(E)** The translation efficiency (TE) is presented by calculating the ratio between transcript level and protein level. *n* = 3 for each group. **(F)** Detection of the expression of SUZ12 in Ad-METTL5 and Ad-Ctrl treated NRVCs under the stimulation of PE. GAPDH serves as control. **(G)** Quantification of SUZ12 protein level and qRT-PCR detection of the relative gene expression of SUZ12 in Ad-METTL5 and Ad-Ctrl treated NRVCs under the stimulation of PE. **(H)** The translation efficiency (TE) is presented by calculating the ratio between transcript level and protein level. *n* = 3 for each group. **(I)** Detection and quantification of the knockdown of SUZ12 in Ad-METTL5 treated NRVCs under the stimulation of PE. GAPDH serves as control. *n* = 3 for each group. **(J,K)** Relative gene expression of hypertrophy markers in NRVMs treated with (H) si-SUZ12 or (I) SUZ12 inhibitors under Ad-METTL5 or Ad-GFP transfection with or without PE treatment. *n* = 3 in each group. **(L)** Relative gene expression of Mef2a and Mef2d in METTL5 knockdown and overexpression NRVCs and control cells under the stimulation of PE by RT-PCR. *n* = 3 in each group. The unpaired *T*-test was used for 2-group comparisons. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

## Discussion

Nowadays, heart failure is still a deadly disease without effective cure. The complexity of the gene regulatory network underlying the disease development and the lack of fully understood molecular mechanism prevent us from developing novel and effective therapies targeting heart failure. Transcriptional and translational regulation are two critical control steps in the central dogma. Huge amount of efforts have been spent on investigating the transcriptomic shift in the failing heart, giving important insights into key signaling pathways and transcriptional factors in regulating the disease progression. Moreover, the recent findings of m^6^A RNA modification connect the alteration of mRNA translational efficiency to heart failure, indicating the importance of translational control underlying the pathogenesis. However, little is known about how the key step of translation is regulated in the failing heart. In this study, we showed that METTL5 participated in the translational regulation of cardiac remodeling. Forced expression of METTL5 in cardiomyocytes repressed cardiac hypertrophy via modulating the translation of SUZ12 mRNA. In the future, investigation with a model using cardiac-specific overexpression of METTL5 *in vivo* should be carried out to test the therapeutic potential of controlling mRNA translation via METTL5 in delaying cardiac hypertrophy and the progression of heart failure.

METTL5 was ubiquitously detected in mouse organs, which was consistent with the expression data from Genotype-Tissue Expression Project (GTEx) in human. However, it was surprising to find that METTL5 was predominantly expressed in cardiomyocytes. This may suggest that METTL5 could mainly regulate the physiology and/or pathology of the heart. Although the decreased faction of polysome in the METTL5 loss-of-function system has been observed in several reports (24, 27), which indicates the translational efficiency of global mRNAs is affected; however, it seems that it is not entirely true when individual mRNA is evaluated. Ignatova et al. showed that only ~500 transcripts with altered ribosome occupancy without concordant changes in mRNA levels in METTL5-KO ES cells (24), and a portion of these transcripts was even increased in translational efficiency. Therefore, the affected gene target(s) responsible for the observed phenotype could be context-dependent. For example, the decreased translational efficiency of FBXW7 affected by the loss of METTL5 has been reported to be mainly responsible for promoting mouse ES cell differentiation (32). In this study, our data indicated that the enhanced cardiac hypertrophy was mainly mediated by the decreased translation of SUZ12 mRNA in METTL5-depleted cardiomyocytes. More tissues or cell types are warrant to be investigated for the loss-of-function of METTL5 to gain more information of its function of translational regulation in the future.

In summary, our study uncovered that METTL5 was a key regulator of cardiac hypertrophy, highlighting the importance of regulation at the step of mRNA translation during the development of heart disease. The SUZ12-controlled PRC2-mef2d axis was identified in this study as the main signaling cascade mediating the function of METTL5 in cardiac remodeling (Figure 6). In the future, further investigation should be carried out to dissect the detail mechanism to explain how translational regulation and epigenetic regulation are coupled in the gene regulatory network during the development of cardiac hypertrophy and heart failure.

**Figure 6:**
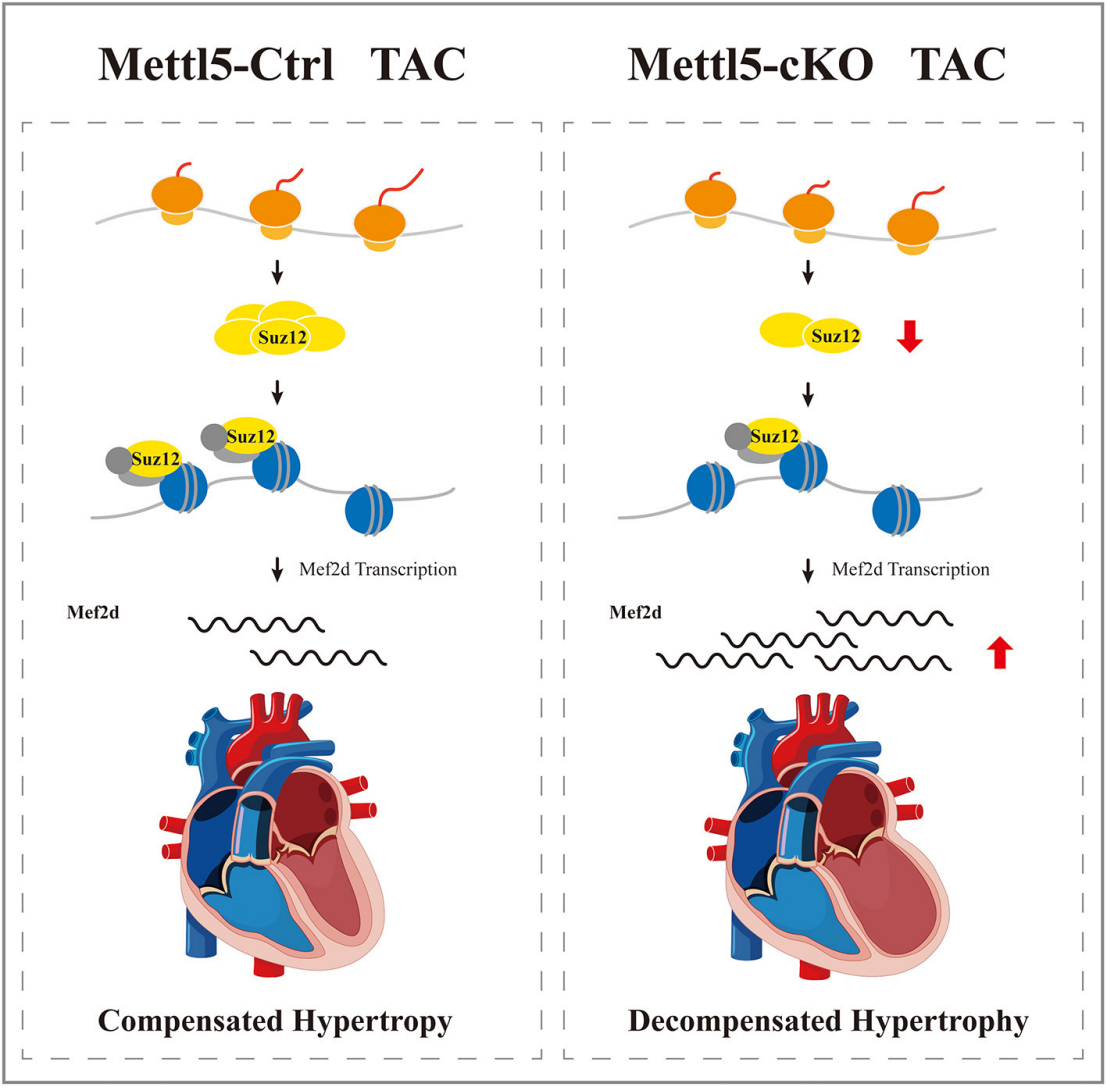
A proposed working model of METTL5 in cardiac remodeling.

## Materials and Methods

### Human Samples

Left ventricular (LV) tissues were collected from patients with dilated cardiomyopathy (DCM) during heart transplantation performed in the First Affiliated Hospital, Sun Yat-sen University. In brief, diseased hearts were removed at the time of transplantation and LV tissue was subsequently dissected and snap-frozen. We used LV samples from not implanted healthy hearts to serve as controls (Supplementary Table 1). All the procedures followed the protocol approved by the First Affiliated Hospital, Sun Yat-sen University, Guangzhou, China. All procedures conformed to the 1964 Helsinki declaration and its later amendments or comparable ethical standards.

### Animal Studies

All experiments involving animals in this study were reviewed and approved by the Medical Ethics Committee of The First Affiliated Hospital, SunYet-sen University. Mice were housed under a 12 h light/dark cycle under pathogen-free conditions and with free access to standard mouse chow and tap water. This study conformed to the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (8th Edition, National Research Council, 2011). The METTL5-flox allele mice containing a floxed exon 2–4 of METTL5, which was engineered by CRISPR-mediated homologous recombination, was bred with αMHC-Cre mice (35) to generate cardiomyocyte-specific METTL5 knockout mice. Transverse aortic constriction (TAC) surgery was performed as previously described (36). 2–4% Isoflurane (in oxygen) was used for anesthetization and heating pad was used to maintain the mouse body temperature during the transverse aortic constriction surgery. Anesthesia of the mouse was performed with a nose cone delivering 2–4% Isoflurane in oxygen via small animal ventilator. The setting of ventilator was 110–120 breaths per min with a tidal volume of 0.1 mL under constant monitoring of the inspiratory pressure. At the end of the experiments, mice were killed with the intraperitoneal injection of an overdose of sodium pentobarbital (200 mg/kg).

### Echocardiography Examination

Echocardiographic measurements of mice were performed using a Visual Sonics Vevo 2,100 Imaging System (Visual Sonics, Toronto, Canada) with an 18–38 MHz MicroScan transducer (model MS400). Heart rate and left ventricular (LV) dimensions, including diastolic and systolic wall thicknesses and LV end-diastolic and end-systolic chamber dimensions were measured from two dimensional (2D) short axis under M-mode tracings at the level of the papillary muscle. LV mass and functional parameters such as percentage of fractional shortening (FS%) and ejection fraction (EF%) were calculated using the above primary measurements and accompanying software.

### Histology and Immunostaining

Mouse heart tissues were dissected out, rinsed with PBS, and fixed in 4% paraformaldehyde (pH 8.0) overnight. After dehydration through a series of ethanol baths, samples were embedded in paraffin wax according to standard laboratory procedures. Five micrometer sections were stained with H&E for routine histological examination with light microscope.

For Sirius red/Fast green staining, sections were fixed with pre-warmed Bouin's solution at 55°C for 1 h and then washed in running water. Sections were stained in 0.1% fast green solution for 10 min, then washed with 1% acetic acid for 2 min. After rinsing in tap water, sections were stained in 0.1% Sirius resolution for 30 min. After staining, sections were dehydrated and cleared with xylene. The images were examined with light scope and quantified with Image-Pro Plus software.

To quantify the cross-sectional area of cardiomyocytes, heart sections were deparaffined and stained with Wheat Germ Agglutinin (Alexa Fluor 594 Conjugate WGA; 1:200, Invitrogen) for labeling the cardiomyocyte membrane. Stained sections were examined with a fluorescence microscope (Zeiss; Imager.Z2), and the cross-sectional area of cardiomyocytes in the papillary muscles was quantified with ImageJ software.

### qRT-PCR and Western Blot Analysis

Total RNAs were isolated using Trizol Reagent from cells and tissue samples. For qRT-PCR, 2.0 μg RNA samples were used for cDNA synthesis. In each analysis, 0.1 μL cDNA pool was used for qPCR. The relative expression of interested genes was normalized to the expression of GAPDH, β-actin or 18S. Primers for qRT-PCR were listed in Supplementary Table 8.

For western blotting analyses, tissue samples and cells were lysed in radioimmunoprecipitation assay (RIPA) buffer containing 1 mM PMSF and then denatured at 98°C for 10 min. Samples were subsequently analyzed by SDS-PAGE and transferred to 0.45 μm PVDF membranes. Blocking and blotting with primary antibodies were performed in Tris-buffered saline with Tween-20 (TBST), supplemented with 5 and 3% Bovine Serum Albumin (BSA), respectively. The antibodies used in this study included the following: ant-METTL5 (Proteintech; 16791-1-AP), anti-FLAG M2 (Sigma-Aldrich; F1804), anti-GAPDH (Cell Signaling Technology; cat #2118), anti-β-tubulin (Sigma-Aldrich; T0198), anti-phospho-Erk1/2 (Cell Signaling Technology; cat #4370), anti-total-Erk1/2 (Cell Signaling Technology; cat #4695), anti-phospho-S6 (Cell Signaling Technology; cat #4858), anti-total-S6 (Cell Signaling Technology; cat #2217), anti-SUZ12(Cell Signaling Technology; cat #3737). The membrane was incubated overnight at 4°C with the primary antibodies and washed three times with TBST buffer before adding horseradish peroxidase (HRP)-conjugated secondary antibodies. Specific protein bands were visualized using the Immobilon Western chemiluminescent HRP substrate (Millipore; WBKLS0500) by ImageQuant LAS4000 Mini (GE Healthcare).

### METTL5 Expression Vector and Adenoviral Construction

The human METTL5 coding sequence was cloned into the adenoviral empty vector harboring the murine cytomegalovirus (mCMV). The shuttle vector and an adenoviral backbone plasmid, pAd-ΔE1E3, was then transfected in 293AD cells with PEI (1 mg/mL) to produce packed adenovirus. Subsequently, 293AD cells were transduced with adenovirus for viral amplification. Adenovirus was collected, purified and concentrated by gradient centrifugation with the ViraTrap Adenovirus Purification Miniprep Kit, according to the manufacturer's instructions (Biomiga; V1160).

### Cardiomyocyte Culture

Neonatal rat ventricular cardiomyocytes (NRVCs) were prepared as previously described (37). Briefly, NRVCs were isolated from 1- or 2-day-old neonatal Sprague-Dawley rat hearts by repeated enzymatic dissociation. All isolated cells were pre-plated for 1 h to remove fibroblasts. Non-adherent cells were then plated on 0.5% gelatin-coated plates and cultured in DMEM high-glucose medium (Gibco) containing 10% fetal bovine serum, sodium pyruvate (1×), GlutaMAX (1×) and antibiotics. Cardiomyocytes were changed into serum-free medium after plating for 18 h and transduced with adenovirus for 24 h prior to hypertrophic agent PE (20 μM) treatment. Suz12/PRC2 inhibitors, EED226 (20 μM, HY-101117, MCE), and Boc-NH-C4-acid (50 μM, HY-W014099, MCE) were used in the PE treatment in the rescue experiments. The inhibitors were dissolved in DMSO and manipulated according to the manufacturer's instructions. For the treatment of siRNA, 50 nM siRNA targeting METTL5 or SUZ12 transcript and control siRNA (from GenePharma) was transfected into cardiomyocytes by using Lipofectamine RNAiMAX transfection reagent. 6 h later, media with transfection reagent were removed and cardiomyocytes were then treated with the hypertrophic agent PE (20 μM) by changing the PE-contained serum-free medium. Cells were harvested 24 h after PE treatment for RNA isolation or 48 h after PE treatment for immunochemistry and total proteins or 0.5 h for detection of phosphorylated protein.

### Immunofluorescence Staining

Cardiomyocytes were washed with PBS three times and fixed with 4% PFA for 15 min. After washing with PBS, cells were then blocked with 3% BSA in PBS containing 0.1% TritonX-100 for 1 h, followed by incubation with anti-sarcomeric a-actinin (1:200; Abcam; ab9465) in blocking buffer for 2 h at room temperature. After three times wash with PBS, cells were incubated with anti-mouse secondary antibodies conjugated with Alexa 488 (1:1,000; Thermo Fisher Scientific; A-11029) or Alexa 594 (1:1,000; Thermo Fisher Scientific; A-11032), together with the nuclear stain DAPI (0.1 mg/mL; Sigma; D9542) in PBS for 1 h. Images ware captured using a fluorescence microscope (Olympus; IX71). The surface area of cardiomyocytes was quantified with ImageJ software.

### RNA-Seq Data Analysis

Raw reads were aligned to the rat or mouse genome (Rattus_norvegicus.Rnor_6.0; Mus_musculus.GRCm38) using HISAT2 (38). We generated read counts using StringTie (v2.1.4) with default options (39). Differentially expressed gene was calculated using DESeq2 (40). To view the distribution of reads, the bam files were converted to bigwig format using deepTools (v.3.3.1) (41) and visualized with the Integrative Genomics Viewer (IGV).

The raw data of RNA-seq in this study were deposited in Gene Expression Omnibus (GEO) database of the National Center for Biotechnology Information (NCBI) (Accession: GSE186615).

### Upstream Factor Analysis

The dysregulated genes in si-METTL5 (vs. si-Ctrl) and AdMETTL5 (vs. AdGFP) were analyzed with the parameter of |Log2FoldChange|>1 and adjusted *P*-value < 0.05. Two independent algorithms, X2K (7, https://maayanlab.cloud/X2K/) and Lisa (8, http://lisa.cistrome.org/), were used for upstream factor analysis, and top 500 dysregulated genes (ranking by adjusted *P*-value) were selected and subjected to analysis according to the instructions.

### Statistics

Values are reported as mean ± SD unless indicated otherwise. For multiple group comparisons, a *post-hoc* Tukey's test was performed when ANOVA reached significance. In addition, the unpaired *T*-test was used for two-group comparisons. *P*-values < 0.05 were considered statistically significant.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

## Ethics Statement

The studies involving human participants were reviewed and approved by the Medical Ethics Committee of The First Affiliated Hospital, SunYet-sen University. The patients/participants provided their written informed consent to participate in this study. The animal study was reviewed and approved by the Medical Ethics Committee of The First Affiliated Hospital, SunYet-sen University. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author Contributions

Z-PH conceived the project, designed and analyzed the experiments, and wrote the manuscript. YH, TD, and SG performed most of the experiments. XZ, YC, CL, SLi, XL, and YD contributed to human sample acquisition and western blotting analysis. LW, TL, TX, and GD generated METTL5-cKO mice, performed transverse aortic constriction surgery, and collected mouse heart samples. YH and TD contributed to the echocardiographic data acquisition and analysis. TD contributed to bioinformatic analyses of RNA-seq data. KL, DZ, XT, and SLin supervised the data analyses and reviewed the manuscript.

## Funding

This work was supported by the National Natural Science Foundation of China (81873463 to Z-PH, 81970429 to DZ, and 81900350 to SLi), the Guangdong Basic and Applied Basic Research Foundation (2019B151502003 to Z-PH, 2019A1515011956 to DZ, and 2018A030313448 and 2021A1515010433 to YC), and the donation for scientific research from the Terry Fox Foundation to Z-PH.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Loss of m6A Methyltransferase METTL5 Promotes Cardiac Hypertrophy Through Epitranscriptomic Control of SUZ12 Expression
**Source:** Front Cardiovasc Med. 2022 Feb 28;9:852775. doi: 10.3389/fcvm.2022.852775
**Supplement:** Supplementary file 1

**Supplemental Table 1. Information of controls and dilated cardiomyopathy (DCM) patients**

|                  | Age | EF<br>(Teich) |
|------------------|-----|---------------|
| <b>Control 1</b> | 44  | N/A           |
| <b>Control 2</b> | 50  | N/A           |
| <b>Control 3</b> | 35  | N/A           |
| <b>DCM 1</b>     | 44  | 15            |
| <b>DCM 2</b>     | 55  | 20            |
| <b>DCM 3</b>     | 53  | 29            |
| <b>DCM 4</b>     | 24  | 24            |
| <b>DCM 5</b>     | 41  | 30            |
| <b>DCM 6</b>     | 48  | 51            |

**Supplemental Table 2. Dysregulated genes in 1-month-old METTL5-KO mice and their control littermates (|Log2 fold change|>1; adjusted p value<0.05)**

| gene   | log2FoldChange | padj     |
|--------|----------------|----------|
| Pde4b  | 1.512515926    | 1.52E-05 |
| Kcne1  | 1.056882247    | 0.017082 |
| Bcl    | -1.036390277   | 1.79E-05 |
| Bace2  | -1.191149812   | 0.008529 |
| Camkk2 | -1.81701219    | 4.30E-14 |
| Gck    | -2.447987665   | 0.027809 |

**Supplemental Table 3. Echocardiography examination of 12-week-old METTL5-cKO mice and their control littermates at baseline**

|                                | <b>Ctrl<br/>(N=6)</b> | <b>METTL5-cKO<br/>(N=5)</b> |
|--------------------------------|-----------------------|-----------------------------|
| <b>IVS;d (mm)</b>              | 0.771±0.041           | 0.771±0.045                 |
| <b>IVS;s (mm)</b>              | 1.553±0.126           | 1.515±0.082                 |
| <b>LVID;d (mm)</b>             | 3.729±0.128           | 3.757±0.158                 |
| <b>LVID;s (mm)</b>             | 1.809±0.129           | 1.824±0.122                 |
| <b>LVPW;d (mm)</b>             | 0.751±0.037           | 0.780±0.050                 |
| <b>LVPW;s (mm)</b>             | 1.462±0.058           | 1.524±0.052                 |
| <b>EF (%)</b>                  | 83.34±2.02            | 83.31±1.58                  |
| <b>FS (%)</b>                  | 51.52±2.28            | 51.48±1.76                  |
| <b>LV Mass (mg)</b>            | 97.92±4.58            | 102.16±14.04                |
| <b>LV Mass (Corrected, mg)</b> | 78.34±3.66            | 81.73±11.23                 |
| <b>LV Vol;d (uL)</b>           | 59.32±4.96            | 60.41±6.12                  |
| <b>LV Vol;s (uL)</b>           | 9.93±1.82             | 10.12±1.68                  |
| <b>Heart Rate (BPM)</b>        | 695±28                | 677±19                      |

Note: no significant difference is found between groups.

**Supplemental Table 4. Dysregulated genes in 12-week-old METTL5-cKO mice and their control littermates (|Log2 fold change|>1; adjusted P value<0.05)**

| gene          | log2FoldChange | padj        |
|---------------|----------------|-------------|
| 1700094D03Rik | 8.032108985    | 2.24E-10    |
| Eprn          | 1.732204199    | 5.45E-03    |
| Ndnf          | 1.685995503    | 1.48E-10    |
| Hif3a         | 1.551898411    | 1.04E-02    |
| Ucp2          | 1.499359359    | 1.31E-17    |
| 2310015A16Rik | 1.348429423    | 2.25E-04    |
| Ccn4          | 1.336924556    | 2.43E-02    |
| Phlda3        | 1.329296199    | 3.28E-14    |
| Mt2           | 1.225053535    | 1.31E-02    |
| Cenpf         | 1.191593424    | 2.76E-02    |
| Slc38a1       | 1.105510767    | 3.87E-07    |
| Nppa          | 1.101695885    | 2.59E-05    |
| Lad1          | 1.097417598    | 7.45E-03    |
| Plekha7       | 1.070312992    | 8.58E-03    |
| Gm12167       | -1.009987155   | 4.72E-02    |
| Egln3         | -1.021029684   | 7.73E-03    |
| Gm49891       | -1.030029095   | 5.97E-03    |
| Fam220a       | -1.030898896   | 1.46E-02    |
| Kcnv2         | -1.059635743   | 6.64E-05    |
| Gm50114       | -1.095484964   | 2.76E-02    |
| Nav3          | -1.144316093   | 0.034911963 |
| Poln          | -1.336456918   | 0.040837925 |
| Mylf-ps       | -1.601774307   | 0.000842769 |
| Myl1          | -1.669069147   | 3.28E-14    |
| Pcdhgb5       | -1.859201619   | 0.0000651   |
| Pcdhgc4       | -1.970000709   | 0.047152681 |
| Aldob         | -2.782888662   | 1.92E-18    |
| Eps8l1        | -3.3573309     | 0.02577082  |

**Supplemental Table 5. Dysregulated genes in hearts of METTL5-cKO mice and their control littermates 4 weeks post TAC (|Log2FoldChange|>1, adjusted P value< 0.05)**

|         |              |             |
|---------|--------------|-------------|
| Syn3    | -2.032499011 | 0.030389952 |
| Ces1d   | -2.04989205  | 0.027309859 |
| Fbp2    | -2.096803303 | 3.56E-13    |
| Sbk2    | -2.160766474 | 4.70E-05    |
| Cngb3   | -2.253063719 | 4.18E-05    |
| Pfkfb1  | -2.261691955 | 7.37E-08    |
| Kcnv2   | -2.32466176  | 8.11E-08    |
| Aqp4    | -2.426221886 | 0.000981612 |
| Gm45909 | -2.483456359 | 0.027398877 |
| Cln1    | -2.610232272 | 5.17E-12    |
| Glcc1   | -2.922303357 | 0.000290926 |
| Gm10635 | -3.029929232 | 0.00068555  |
| Cyp1a1  | -3.107545331 | 0.005678401 |
| Fxyd3   | -3.255868872 | 0.001322389 |
| Gm37240 | -3.258028641 | 0.000115427 |
| Acsm5   | -3.396048975 | 0.022308912 |
| Gm44503 | -3.500736839 | 0.004335364 |
| Lypd2   | -3.913823848 | 2.16E-05    |
| Mfrp    | -4.177372021 | 0.00473729  |
| Wif1    | -4.740597872 | 3.41E-06    |
| Aldob   | -4.922233379 | 3.79E-07    |
| Gm20547 | -7.027802621 | 3.98E-08    |

---

**Supplemental Table 6. Dysregulated genes in si-METTL5 (vs. si-Ctrl) treated NRVMs under PE stimulation (|Log2FoldChange|>1, adjusted P value< 0.05)**

|              |              |             |
|--------------|--------------|-------------|
| Vegfd        | -1.943893144 | 1.39E-124   |
| LOC102555392 | -1.978377594 | 7.17E-06    |
| LOC100910934 | -1.991499578 | 3.71E-15    |
| Akr1c14      | -2.002306532 | 8.44E-14    |
| Crb2         | -2.012501152 | 0.0061502   |
| Cxcl12       | -2.033254969 | 1.96E-13    |
| Igfbp2       | -2.04946359  | 4.04E-06    |
| RGD1309362   | -2.075275118 | 1.96E-32    |
| Gata3        | -2.103330208 | 3.48E-10    |
| LOC100911545 | -2.150778859 | 6.42E-44    |
| Hpgd         | -2.155165358 | 0.035310804 |
| Mettl5       | -2.157490101 | 2.38E-42    |
| A2m          | -2.160792201 | 6.42E-44    |
| Efemp1       | -2.162931251 | 2.22E-19    |
| Bco2         | -2.168047841 | 0.022246142 |
| Calhm5       | -2.172651245 | 0.012254848 |
| Cilp         | -2.175133538 | 5.43E-37    |
| Reg1a        | -2.215547208 | 2.27E-05    |
| Wnt4         | -2.384066355 | 4.35E-16    |
| C6           | -2.603833836 | 2.48E-30    |
| Mfrp         | -2.681419072 | 0.021583311 |
| Fmo2         | -2.829114815 | 0.032116481 |
| Penk         | -2.889278864 | 2.69E-160   |
| Casp1        | -2.909402856 | 0.010433754 |
| Epyc         | -3.067529323 | 2.30E-06    |
| Hmgcs2       | -3.103626207 | 0.00154996  |
| Cxcl13       | -3.495209029 | 1.22E-42    |
| Igflr1       | -3.49784862  | 9.87E-05    |
| Ca3          | -4.31030304  | 9.38E-64    |
| Slc6a1       | -4.416951786 | 7.35E-16    |
| Oas2         | -6.978720443 | 1.36E-06    |
| Htr3a        | -7.050969461 | 6.84E-07    |
| Pde9a        | -7.195418069 | 2.65E-07    |
| Alox15       | -7.403576249 | 6.21074E-08 |

---

**Supplemental Table 7. Dysregulated genes in AdMETTL5 (vs. AdGFP) treated NRVMs under PE stimulation (|Log2FoldChange|>1, adjusted P value< 0.05)**

|        |              |             |
|--------|--------------|-------------|
| Ermap  | -6.751296972 | 5.30E-09    |
| Pkd112 | -6.93186008  | 0.010035146 |

---

**Supplemental Table 8. Sequence information of qPCR primers used in this study**

| Species | Gene name | Forward primer (5'→3')  | Reverse primer (3'→5')   |
|---------|-----------|-------------------------|--------------------------|
| mouse   | Mettl5    | AACTAGAGAGTCGCCTGCAAG   | CTGCAACCGCTTTGTTTTCAA    |
| mouse   | Nppa      | CACAGATCTGATGGATTTCAGA  | CCTCATCTTCTACCGGCATC     |
| mouse   | Nppb      | GTCAGTCGTTTGGGCTGTAAAC  | AGACCCAGGCAGAGTCAGAA     |
| mouse   | Acta1     | GCCCCATCTATGAGGGCTATG   | AATCTCACGTTTCAGCTGTGG    |
| mouse   | Col3a1    | CTGTAACATGGAAACTGGGGAAA | CCATAGCTGAACTGAAAACCACC  |
| mouse   | Col1a1    | AATGGCACGGCTGTGTGCGA    | AACGGGTCCCCTTGGGCCTT     |
| mouse   | Fn1       | GGAATGGACCTGCAAACCTA    | GTAGGGCTTTTCCCAGGTCT     |
| mouse   | Postn     | TGTGTATCGGACGGCTATCT    | CTCTGCTGGTTGGATGATTCT    |
| mouse   | β-actin   | GTGACGTTGACATCCGTAAAGA  | GCCGGACTCATCGTACTCC      |
| mouse   | GAPDH     | AGGTCGGTGTGAACGGATTTG   | TGTAGACCATGTAGTTGAGGTCA  |
| mouse   | 18S       | TCCGACCATAAACGATGCCG    | CAATCTGTCAATCCTGTCCGTGTC |
| rat     | Mettl5    | GCAAGAAGTGGATGGATTCTG   | TCGTTCGTATGTATTGTGGATTGT |
| rat     | Nppa      | CAACACAGATCTGATGGATTTC  | CCTCATCTTCTACCGGCATC     |
| rat     | Nppb      | GTCAGTCGCTTGGGCTGT      | CCAGAGCTGGGGAAAGAAG      |
| rat     | Acta1     | AGCTATGAGCTGCCTGACG     | GATCCCCGCAGACTCCATA      |
| rat     | Suz12     | TCGACAACCTGGATTTGCCTT   | CCAGAAACTCCGACATGCCTT    |
| rat     | Mef2a     | GCACTACAGACCTCACGGTA    | CCTACACTATTCGCACCAGT     |
| rat     | Mef2d     | AGTACGCCAGCACCCGACA     | TCACAGCCGTTGAAACCCTT     |
| rat     | β-actin   | CCCGCGAGTACAACCTTCT     | CGTCATCCATGGCGAACT       |
| rat     | GAPDH     | GATGCTGGTGCTGAGTATGTCTG | GTGGTGCAGGATGCATTGCT     |
| human   | METTL5    | AAGGAACTAGAGAGTCGCCTG   | GCGGCCTGGTAGGATACTG      |
| human   | GAPDH     | AGATCCCTCCAAAATCAAGTGG  | GGCAGAGATGATGACCCTTTT    |

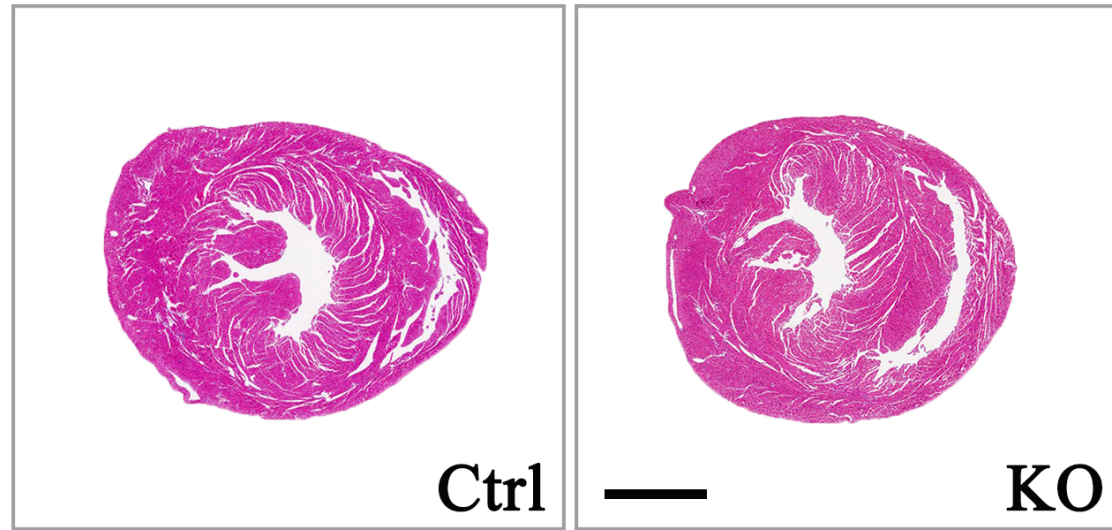

**Supplemental Figure 1. Representative images of H&E staining of 1-month-old Mettl5-KO and control hearts. Scale bar=1 mm.**

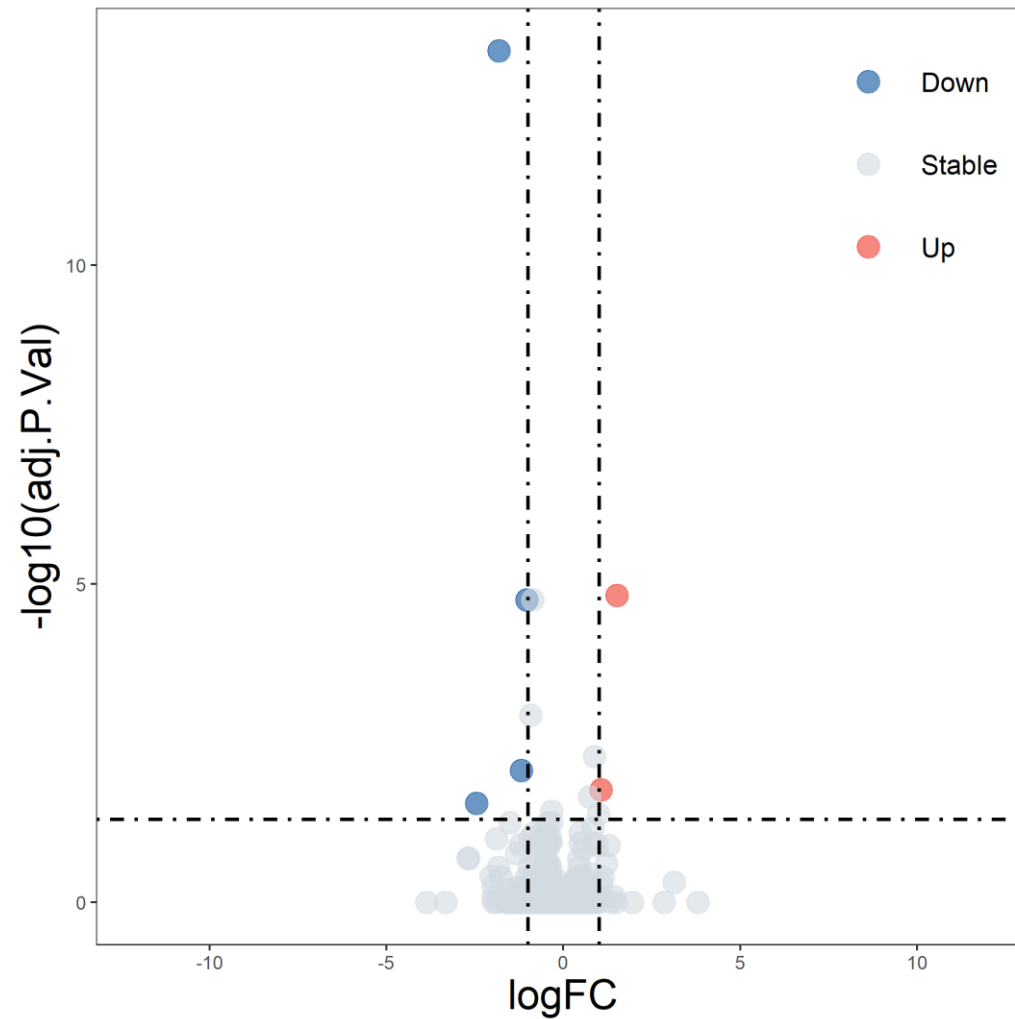

**Supplemental Figure 2. Volcano plot of differentially expressed genes in 1-month-old Mettl5-KO and control hearts.** Only 6 dysregulated genes are found between groups ( $|\text{Log}_2\text{FoldChange}| > 1$ , adjusted P Value  $< 0.05$ ).

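Camkk2, Pde4b, Kcne1, Bc1 and Bace2, which Supplementary Table 2 lists, changed in the same direction in the deposited counts. For each of these genes, the libraries labelled METTL5-KO did not overlap with the control libraries (exact two-sided permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). Camkk2 (ENSMUSG00000029471, chromosome 5 of GRCm38 from 122731170 to 122779409) had 8.76 ± 1.44 CPM in the control hearts and 2.48 ± 0.322 in the METTL5-KO hearts (SD, n = 4). This was a log2 fold change of -1.82 (standard error 0.165, adjusted p = 0.0172 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between -1.92 and -1.72 in the 8 fits that each left out one library, but the adjusted p of the same test passed 0.05 in 5 of them and reached 0.130 without control library 3. Pde4b and Kcne1 were higher by log2 fold changes of 1.51 and 1.05. Bc1, which the table lists as Bcl with an equal fold change, and Bace2 were lower, with log2 fold changes of -1.04 and -1.20. The adjusted p-values of these 4 genes in edgeR's quasi-likelihood test were between 0.296 and 0.966, so they were not dysregulated there, while DESeq2's Wald test gave them and Camkk2 an adjusted p under 0.05. Bace2 overlaps another annotated gene, so its count is uncertain to that extent. The direction of each change rests on the genotype labels, as Mettl5 itself did not differ. From the histology and the transcriptome, the paper concludes that METTL5 is dispensable for heart development.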

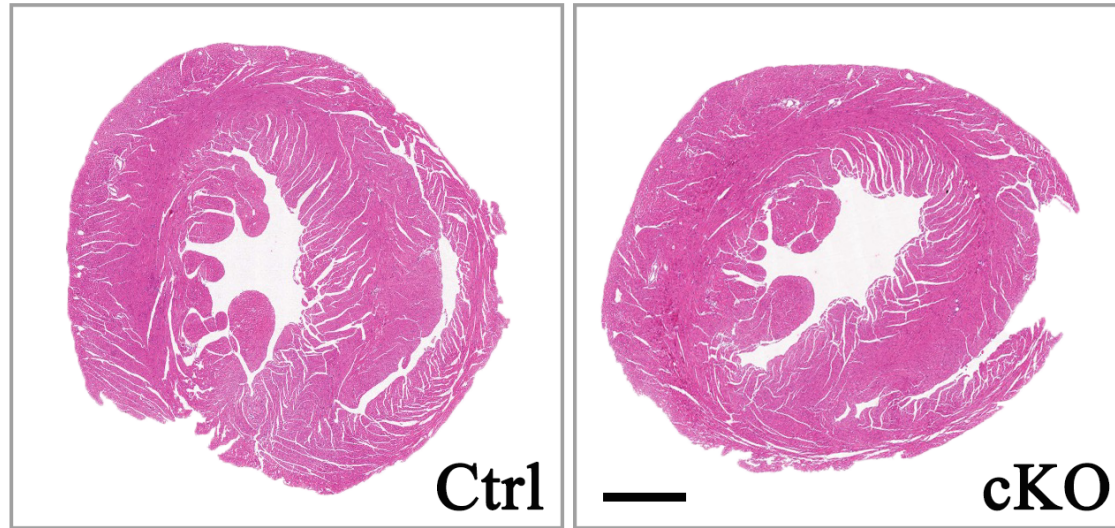

**Supplemental Figure 3. Representative images of H&E staining of 12-week-old *Mettl5*-cKO and control hearts. Scale bar=1 mm.**

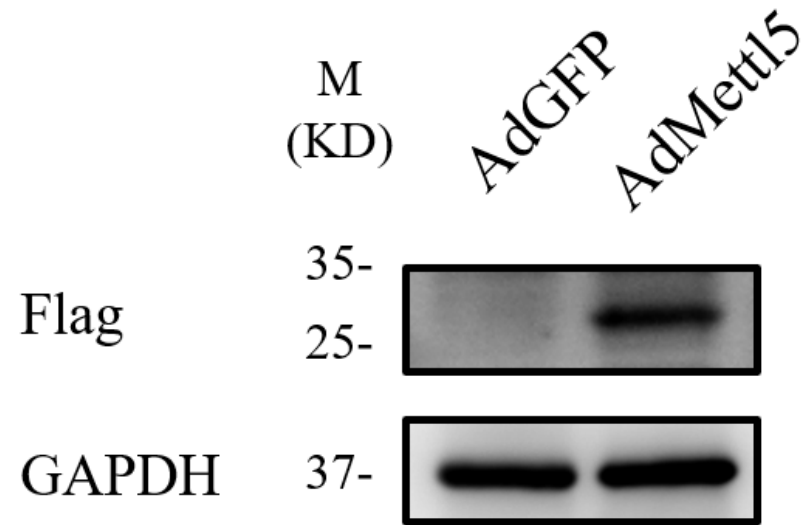

**Supplemental Figure 4. Detection of overexpression of Mettl5 mediated by adenovirus in 293T.** The FLAG-tagged fusion Mettl5 and GAPDH (control) are detected with specific antibodies.

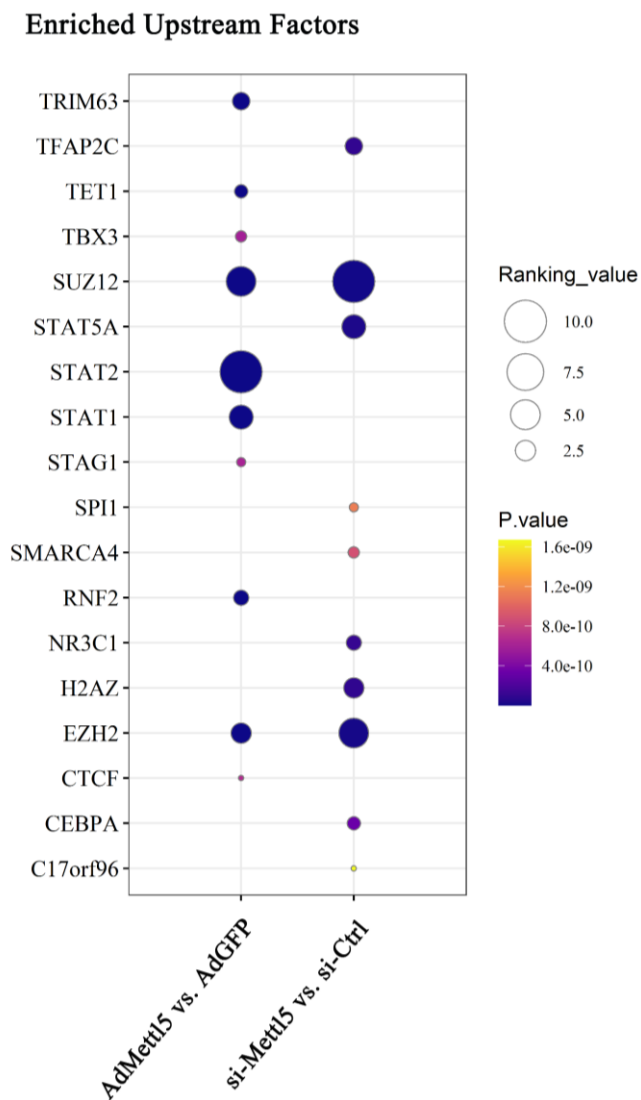

**Supplemental Figure 5. SUZ12 is a critical upstream regulator mediating the METTL5-related cardiac phenotype.** Upstream factor analysis by Lisa of the top 500 dysregulated genes ( $|\text{Log2FoldChange}| > 1$ , adjusted P value  $< 0.05$ ; ranking by adjusted P value) in si-Mettl5 vs. si-Ctrl and AdMettl5 vs. AdGFP (all under PE treatment). The top 10 upstream factors are selected ranking by p-value in each group.

How the deposited data were processed for this re-analysis (not part of the article)

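RNA sequencing was taken from the deposited tables of 4 comparisons with 4 libraries per group: hearts of 1-month-old mice labelled METTL5-KO and control, hearts of 3-month-old mice labelled METTL5-cKO and control, hearts 4 weeks after TAC labelled METTL5-cKO and control, and NRVMs with AdMETTL5 or AdGFP and 20 μM PE for 24 h. The TAC samples carry the same age label as the 3-month-old hearts. Groups were taken from the sample labels and the column names. The columns at 1 month were matched to single samples. In the other tables each column was assigned to a group only, since the numbers in the column names, apart from those of the AdMETTL5 group, match no replicate number of the labels. The columns of the AdMETTL5 group carry a short form of that name. The libraries of si-METTL5 treated NRVMs, whose table was not used here, the polysome data and the RT-PCR data were left out. The gene sets and the upstream factor analysis of the paper were not repeated here.

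The authors aligned the reads with HISAT2 and made the estimated counts of each gene with StringTie before the tables were deposited. The values are whole numbers without further scaling, so rounding them changed nothing. The plan had taken them to be plain counts, and the tests were applied to the estimated counts as such. The strandedness of the libraries is not stated in the paper. Total counts per library had medians between 14480928 and 21664672 over the 8 groups. With this depth and 4 libraries per group, the square root of the common dispersion was 0.221 at 1 month, 0.181 at 3 months, 0.159 after TAC and 0.0675 in NRVMs. The median standard error of a log2 fold change at 3 months was 0.157.

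Each comparison was fitted by itself in edgeR 4.0.16 (R 4.3.3), with TMM scaling, filterByExpr (minimum count 10, minimum total count 15, 4 samples), estimateDisp, glmQLFit and glmQLFTest, and Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05 and an absolute log2 fold change over 1 were called dysregulated. Single genes were also compared by an exact two-sided permutation test of the mean log2 CPM (prior count 2) over the 70 ways to label 4 against 4 libraries. Lists of genes were tested with camera in limma 3.58.1 (correlation between genes 0.01). A group whose libraries all held 3 or fewer counts was taken to be at the floor, and folds against it are given as lower bounds. The effect of the genotype after TAC was compared with that at 3 months by an interaction term, and the overlap of their dysregulated genes by a one-sided Fisher's exact test.

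Genes were named by a rule: the genes that the Results name with RNA in these samples, the genes of Supplementary Table 2, the 5 higher and 5 lower dysregulated genes of each comparison with the smallest adjusted p whose groups do not overlap, and the 5 members of each tested list with the smallest adjusted p. Some genes that the rule selects are not reported here. The lists were tissue remodelling, oxidative phosphorylation, interferon-stimulated genes, adrenergic signaling and developmental regulators. Lists of PRC2 members, of the MEF2 family and of marker genes of cardiomyocytes, fibroblasts, endothelial cells, macrophages and smooth muscle were read for explanations. The samples, the comparisons, the lists and all alternatives but 1 were written down before the data were examined. The exception, the overlap of dysregulated genes with each library left out, was added after. Pathways that the paper reports from these data led to the tissue remodelling, oxidative phosphorylation and adrenergic signaling lists. Its tables of dysregulated genes led to the interferon list. Tests of these lists in the libraries behind those reports are therefore not independent of the paper's results.

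The alternatives were DESeq2's Wald test (version 1.42.0, with its own size factors and filtering), its size factors in edgeR, scaling by library size alone, no filter on low counts, at least 10 counts in every sample, an unadjusted p, no minimum fold change, the replicate number as a block at 1 month, and leaving out each library in turn. For the lists they were fry and camera with the correlation estimated from the data. The independent hypothesis weighting of the paper's methods was not run here. The pipeline was tested on simulated data, where all 200 changed genes were recovered in each comparison with 0 to 4 false calls. The changed genes had high counts and changes above the minimum fold change, and every gene was drawn with the common dispersion. Calls among further genes given a small shift were not counted as false. The simulation checks the code and does not measure the power of the tests in the real data. The libraries of a group were checked for duplicates, and the closest pair differed with a chi-square of 2.11 per degree of freedom. Positions come from the GRCm38 annotation of the mouse, and positions of rat genes were not used here.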

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

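The tests of explanations in this part, apart from the splits of the libraries, were chosen only after the results were seen. In 16 of 205 groups of 4 libraries, 1 library lay far from the other 3, by a gap to the nearest library that chance exceeds in about 1 of 20 groups. Chance alone gives about 10 such groups. At 3 months these were Nppb in METTL5-cKO library 2 (182 against 94.7 to 104 CPM), Phlda3 in control library 2 (6.44 against 5.04 to 5.24 CPM) and Ndnf in METTL5-cKO library 4 (8.09 against 10.9 to 11.5 CPM). After TAC they were Mettl5 in control TAC library 3 (5.62 against 7.10 to 7.14 CPM), Mef2d in the same library (109 against 99.2 to 101 CPM) and Mef2a in METTL5-cKO TAC library 3 (82.7 against 69.2 to 70.6 CPM). Among the AdMETTL5 libraries they were Nppa in library 4 (1682 against 2394 to 2571 CPM), Kitlg in library 3 (76.5 against 66.8 to 67.8 CPM) and Lamb3 in library 1 (42.5 against 45.9 to 46.2 CPM). Total counts were low in METTL5-cKO library 2 at 3 months (20503672 against 21533427 to 21636272) and in control TAC library 3 (19899033 against 21517545 to 21702443). No biological explanation was tested for these libraries.

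METTL5-cKO TAC library 4 lay far from the other METTL5-cKO TAC libraries in Nppa (2223 against 5398 to 6163 CPM), Col12a1 (1.95 against 12.0 to 16.4 CPM) and Ndufs4 (108 against 79.9 to 83.5 CPM). Each of these values lay towards the mean of the control TAC libraries, which was 436, 0.621 and 127 CPM. Without this library, 827 genes were dysregulated after TAC instead of 474, with 461 of them shared. The heart may have responded less to TAC or to the loss of METTL5, or the library may hold RNA of another heart. No test was run that separates these, and the library was kept.

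Control library 1 at 1 month had 4.66 against 7.75 to 8.22 CPM of Bace2 in the other control libraries, and 20382162 total counts against 20820916 to 20902251. It also had 723 CPM of Nppa, where the other control libraries had 187, 120.5 and 126. Atrial tissue, where Nppa is high, would bring the atrial transcripts Myl7 and Sln, but the library held 0 counts of each, which argues against atrial tissue. A further atrial gene, Bmp10, went the other way. It had 0 counts in the other libraries of that age and 4, a count near the floor, in control library 1. The library is 1 of 2 at 1 month with more than 2 counts of the Y-linked gene Ddx3y. The other, METTL5-KO library 1, had the highest Nppa of its group, at 93.2 CPM. No other explanation was tested for control library 1.

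Nppa went in opposite directions at the ages. Its difference in mean log2 CPM was -1.63 in the hearts labelled METTL5-KO at 1 month, lower in 4 of 4 libraries than in the controls, and 1.10 in those labelled METTL5-cKO at 3 months, higher in 4 of 4. The difference between these effects was 2.72 (exact permutation test over 4900 relabellings within the ages, p = 0.000408, adjusted p = 0.00286 over 7 such tests, of which the other 6 gave adjusted p-values from 0.111 to 0.377). Relabelling genotypes within each age tests for no effect of genotype at either age. A small p in it therefore does not by itself show that the effects differ between the ages. In edgeR's quasi-likelihood test the change at 1 month was -2.05 on the log2 scale with an adjusted p of 0.973, and without control library 1, which had the highest Nppa, it was -1.04. So that library alone is not the cause of the opposite direction. Age, the mouse lines and possibly the sequencing batch differ together between these tables and cannot be told apart. The counts of Xist and Ddx3y differ between the tables as well, with high Xist in 6 of 8 libraries at 1 month and in 0 of 8 at 3 months. Differences with age and with sex remain untested explanations.

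A list of interferon-stimulated genes, which the paper does not discuss, was higher in the AdMETTL5 than in the AdGFP libraries. The list was tested because the paper's tables of dysregulated genes hold such genes, so its p-values are not independent of those tables. All 53 genes tested were higher, with a median log2 fold change of 2.63, and 50 of them were dysregulated. The median stayed 2.63 when the 2 genes with a group at the floor were set to their bounds. limma's camera test gave p = 4.4e-78, fry p = 6.1e-06, and camera with the estimated correlation p = 0.00987. An adjusted p under 0.05 was reached by 53 genes over all genes tested and by 53 over the list alone, and 1 of the 35 splits of the 8 libraries, the real one, gave as small a p in camera. Parp14, Ly6e, Parp12 and Eif2ak2, among the members with the smallest adjusted p, were higher by 2.54, 1.53, 2.44 and 1.81. The most abundant members, B2m and Ifi27, had 338 and 75.8 CPM with AdGFP and were higher by 1.01 and 1.57.

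The AdGFP libraries held more counts. With their counts thinned to the depth of the AdMETTL5 libraries, the median of the list was 2.61, which argues against depth as the cause. Scaling by library size alone shifted the median of all genes by 0.135, far less than the change of the list. Macrophages in the AdMETTL5 cultures would raise their markers, but the 6 macrophage markers tested had a median log2 fold change of -0.253, and the most abundant of them, Adgre1 with 43.3 CPM, was lower by 0.47. What stays open is the virus. The groups differ in the preparation of the adenovirus as well as in METTL5, and a response to the preparation, to its dose or to METTL5 cannot be told apart here.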

How the results depend on the processing

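The tests of this part were set before any result was seen, apart from the overlap with each library left out and the check of the replicate numbers, which were chosen only after. The number of dysregulated genes changed most with the threshold. At 1 month, 1 gene became 95 at an unadjusted p, 8 with DESeq2's Wald test and 0 with library size alone (95 at an unadjusted p under TMM), and 0 to 2 with each library left out, 2 of them without METTL5-KO library 1. At 3 months, 8 genes became 100 at an unadjusted p, 32 with DESeq2, 12 without a minimum fold change, 1 without a filter on low counts, where more genes were adjusted for, and 2 to 8 with each library left out, the lowest without control library 4. After TAC, 474 genes became 2071 without a minimum fold change and 217 to 827 with each library left out, the lowest without control TAC library 4 and the highest without METTL5-cKO TAC library 4. It was 262 without METTL5-cKO TAC library 2 and 298 without control TAC library 2. In NRVMs, 880 genes became 7949 without a minimum fold change. For TAC and NRVMs the counts under the other alternatives were within 1.5 times: DESeq2 gave 525 and 982, and at least 10 counts in every sample 373 and 625. Beyond the thresholds and the filter, the cause of these changes was not tested.

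As many dysregulated genes as in the real grouping were given by 6 of the 35 splits of the 8 libraries at 1 month, 1 at 3 months, 1 after TAC and 1 in NRVMs, the real split included. So the 1 gene at 1 month is not more than other groupings give. A camera p as small was given by 1 of 35 splits for the tissue remodelling list, with 4.8e-20 in another split, by 1 for adrenergic signaling, by 7 for oxidative phosphorylation with AdMETTL5 and by 34 for the developmental regulators.

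The lists kept their direction under fry, DESeq2's size factors, at least 10 counts in every sample and with each library left out, apart from the developmental regulators, which were near no shift throughout. Camera with the estimated correlation raised p to 0.0504 for tissue remodelling and 0.110 for oxidative phosphorylation after TAC, and to 0.166 for oxidative phosphorylation with AdMETTL5. With each library left out, p was between 3.0e-36 and 1.5e-17 for tissue remodelling and between 2.2e-08 and 7.1e-07 for adrenergic signaling. For the developmental regulators, p was 0.751 with library size alone, 0.866 with at least 10 counts in every sample and 0.672 to 0.980 with each library left out.

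The effect of the genotype after TAC differed from that at 3 months in 0 genes (487 at an unadjusted p) and in 142 with DESeq2. With each library left out it differed in 0 to 347, the highest without METTL5-cKO TAC library 4. Of the genes dysregulated at 3 months, 5 were also dysregulated after TAC, 13 with DESeq2 and 1 to 5 with each library left out, the lowest without control library 4 of the 3-month-old hearts.

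Of the 92 values of single genes, 66 kept their direction and side of an adjusted p of 0.05 in every setting run for single genes (tests, scalings, the block and each library left out), and 26 changed in some, 5 of them in direction. The minimum fold change was not applied in this, and some of the 66 values crossed it. Nppb at 3 months went from -0.272 without METTL5-cKO library 2 to 0.255 without control library 2 and was -0.180 and -0.164 without control libraries 1 and 3. Mettl5 after TAC went from -0.104 without control TAC library 3 to 0.0350 without METTL5-cKO TAC library 2 and was 0.109 with library size alone. With library size alone, Suz12, Mef2a and Mef2d after TAC were 0.0248, 0.0435 and 0.0132. None of these 5 genes had an adjusted p under 0.05 in any of these settings. Leaving out a library gave 696 values on the same side, 36 weaker and 4 reversed.

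At 1 month the labels number the libraries of both groups from 1 to 4. With the replicate block, 1 gene was dysregulated as without it (Camkk2, adjusted p = 0.0432 from edgeR's quasi-likelihood test), and no other call changed. Libraries with the same number correlated at 0.239, 0.120, -0.107 and 0.0782, so the numbers were not taken to pair animals. No paired analysis was possible because the columns of the other tables carry no shared replicate numbers, so the blocks planned for them were not run.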

Differences from the paper's values

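The tests here were set before the data were examined. At 1 month, the paper gives 6 dysregulated genes and 1 was found here. With DESeq2's Wald test, 8 genes were dysregulated, and these include all 6 of the paper's. None of the other alternatives (DESeq2's size factors in edgeR, library size alone, other filters on low counts, other thresholds, the replicate block and each library left out) closed the gap, although an unadjusted p under 0.05 calls all 6 among 95 genes.

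At 3 months, the paper gives 28 dysregulated genes and 8 were found here, all of them among the paper's. With DESeq2's Wald test, 32 genes were dysregulated, 26 of them among the paper's. None of the other alternatives closed the gap, although an unadjusted p under 0.05 calls all 28 among 100 genes. Nppa is among the paper's genes and had an adjusted p of 0.159 in edgeR's quasi-likelihood test here and of 2.9e-05 in DESeq2's Wald test.

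After TAC, the paper gives 392 higher and 146 lower genes, against 328 and 146 here, and DESeq2's Wald test gave 525 in all. In NRVMs, the paper gives 981 genes, against 880 here and 982 with DESeq2's Wald test. Of the paper's genes, 82.7% of 538 after TAC and 82.3% of 978 gene names in NRVMs were dysregulated here, and 95.4% and 97.4% with DESeq2's Wald test.

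The paper states that the Suz12 transcript did not change significantly with METTL5, from its RNA sequencing and from separate RT-PCR, which was not used here. With AdMETTL5, Suz12 was higher here by 0.32 on the log2 scale (adjusted p = 0.00129 from edgeR's quasi-likelihood test, higher in 4 of 4 libraries), and by 0.46 with library size alone. This is under the minimum fold change, without which 7949 genes pass the same adjusted p. The paper's text counts Acta1 among the dysregulated genes in NRVMs, while its Supplementary Table 7 does not list it. Its log2 fold change with AdMETTL5 was -0.79 here, under the minimum fold change, and without a minimum fold change it is among the dysregulated genes.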

Other observations

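The tests of explanations in this part, apart from the regroupings of the libraries, were chosen only after the results were seen. After TAC, oxidative phosphorylation genes were lower in the METTL5-cKO TAC hearts, with a median log2 fold change of -0.41 over 79 genes and 78 of them lower. The camera test with the preset correlation gave p = 3.4e-25 and fry p = 0.00670. An adjusted p under 0.05 was reached by 41 genes over all genes tested and by 69 over the list alone. But 3 of the 35 splits of the libraries gave as small a p in camera, so the camera p does not set the genotypes apart. The mean of the list differed most in the real split (exact two-sided permutation test, p = 0.0286, the smallest that 4 against 4 libraries allow). Cox7a1, Ndufa3, Ndufs4, Ndufs5 and Ndufs6 had -1.09, -0.63, -0.53, -0.49 and -0.64. With library size alone, which shifts the median of all genes after TAC by 0.147, the median of the list was -0.274.

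Interferon-stimulated genes were also lower after TAC, with a median of -0.44 over 53 genes, 49 of them lower (camera p = 1.3e-17, fry p = 0.000724, camera with the estimated correlation p = 0.0265). An adjusted p under 0.05 was reached by 27 genes over all genes tested and by 37 over the list alone, and 4 of the 35 splits gave as small a p in camera, while the mean of this list, too, differed most in the real split. Parp14, Rsad2, Irf1 and Ifi44 had -0.67, -1.28, -0.63 and -1.07. Fewer endothelial cells are a candidate explanation, since 10 of 10 endothelial markers were lower after TAC. The most abundant, Cdh5, had 186 CPM in the control TAC hearts and a log2 fold change of -0.49. The endothelial markers were lower in 10 of 10 also at 3 months and at 1 month, with medians of -0.372 and -0.222, and camera with the estimated correlation gave p = 0.0726 and 0.0701 there. The interferon list had medians of -0.23 at 3 months and 0.04 at 1 month.

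For the tissue remodelling list after TAC, a lower share of cardiomyocytes would raise the markers of all other cell types alike. The fibroblast and macrophage markers were higher, with medians of 0.672 and 0.390 (10 of 10 each), but the endothelial markers had a median of -0.491 and smooth muscle markers one of -0.102, which argues against it as the whole cause. More fibroblasts and macrophages stay open. Of the 10 fibroblast markers, 2 are members of the tissue remodelling list themselves and cannot speak for its cause. The other 8 had a median of 0.551, and no macrophage marker is in the list. Of the most abundant markers outside the list, Gsn had 551 CPM and changed by 0.11, and Lyz2 had 78.4 CPM and changed by 0.48. The cardiomyocyte markers had a median of -0.348. Of 10000 random lists matched on expression, transcript length and GC content, the highest median was 0.139, which argues against length and GC content as the cause. At 3 months, the fibroblast markers outside the list and the macrophage markers had medians of 0.365 and 0.362, and the tissue remodelling list one of 0.17.

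The effect of the genotype after TAC was tested against that at 3 months by an interaction term over 17070 genes, and 0 genes passed the threshold (487 at an unadjusted p under 0.05). With a count of 0, all 100 of 100 regroupings give as many by construction, so they decide nothing here. Of the genes dysregulated after TAC, 356 of 474 changed in the same direction at 3 months. For Nppa, the interaction was 2.41 (standard error 0.389, adjusted p = 0.0935 in edgeR's quasi-likelihood test and 1.1e-06 in DESeq2's Wald test). The tables could differ in scaling, but the difference of the effects was still 2.51 with library size alone. The tables differ in surgery and possibly in batch, and a larger effect after TAC remains open. Among 15979 genes tested in both tables, 5 were dysregulated in both, all in the same direction, where chance gives 0.216 (one-sided Fisher's exact test, p = 7.3e-07), and 1 of 100 regroupings, the real one included, gave as many. Slc38a1, 2310015A16Rik, Phlda3 and Ndnf were higher in both. Slc38a1 was chosen after its values were seen.

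With AdMETTL5, all 13 cardiomyocyte markers tested were lower, with a median log2 fold change of -1.14 (camera p = 4.3e-25, with the estimated correlation 0.000219). A lower share of cardiomyocytes in the cultures would raise the fibroblast markers, but these had a median of -0.364, and the most abundant, Pcolce with 554 CPM, had -0.29. So a lower share alone is argued against, while an effect of METTL5 or of the virus preparation on these transcripts stays open. The endothelial and smooth muscle markers had medians of 0.130 and -0.0805. The adrenergic signaling list holds 10 of the cardiomyocyte markers, and without them camera with the preset correlation gave p = 0.0123 with a median of -0.0737 over 59 genes.

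Genes that share a name between mouse and rat and were tested in both numbered 11082. Of the 311 dysregulated after TAC and 479 dysregulated with AdMETTL5, 42 were shared, 25 in opposite and 17 in the same directions. If loss and gain of METTL5 acted on the same genes, opposite directions would prevail. Fisher's exact test of the directions gave p = 0.341, so opposite and unrelated directions cannot be told apart with so few genes.

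Mettl5 itself was counted at similar levels in both genotypes. If exons 2 to 4 were missing from every transcript, the rest was unchanged and reads covered the transcript evenly, the log2 fold change would be -0.719. The lower end of the 95% interval was -0.0668 at 1 month, -0.403 at 3 months and -0.271 after TAC. The paper describes the loss of exons 2 to 4 for the METTL5-cKO mice only. It does not describe the allele of the METTL5-KO mice, so the expected value need not hold at 1 month. The tables do not give the coverage along the transcript, and the gene overlaps others, so a loss of these exons cannot be told apart from an unchanged gene. In the METTL5-cKO hearts only cardiomyocytes would lose the exons. At 3 months the log2 fold change was -0.176, and reads from other cells and on the remaining exons stay open too, since the table holds no counts of single exons or cell types. A mislabelled sample or a higher level of the remaining exons was not tested.

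1700094D03Rik had 0 counts in all 3-month-old controls and was present in all 3-month-old METTL5-cKO hearts. After TAC, 2 METTL5-cKO libraries and 1 control library had 0 counts. This argues against a difference between the genotypes in all tables, and a difference between animals that is independent of the genotype, such as in genetic background, is a candidate explanation. Gm20547, at least 13.4-fold lower after TAC, had 0, 0, 0 and 18 counts in the 1-month-old controls and 39, 0, 44 and 3 in the METTL5-KO hearts of that age. At 3 months the genotypes overlapped, with 37, 23, 29 and 22 counts of Gm20547 in the controls and 20, 0, 22 and 38 in the METTL5-cKO hearts.

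In the hearts after TAC, Suz12, Mef2a and Mef2d had log2 fold changes of -0.12, -0.11 and -0.13, with adjusted p-values of 0.323, 0.426 and 0.251 from edgeR's quasi-likelihood test. With AdMETTL5, Mef2a and Mef2d had -0.40 and -0.21 (adjusted p = 4.7e-05 and 0.0115 from the same test), and Mef2d had -0.0798 with library size alone. The 11 PRC2 members had a median of 0.18 with AdMETTL5 (9 higher, camera with the preset correlation p = 0.0641, fry p = 0.000205), and the MEF2 family one of 0.19 over 4 genes.

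At 1 month, library 1 of the control hearts held 814 counts of Ddx3y and 53 of Xist, and library 1 of the METTL5-KO hearts 587 and 70. In the other 6 libraries of that age, Ddx3y had 0 to 2 counts and Xist 3044 to 4879. In the 3-month-old and TAC hearts, Ddx3y had 727 to 1141 counts and Xist 9 to 73.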
